# Whole transcriptome analysis and validation of metabolic pathways in subcutaneous adipose tissues during FGF21-induced weight loss in non-human primates

**DOI:** 10.1038/s41598-020-64170-6

**Published:** 2020-04-29

**Authors:** Sara A. Murray, Louise S. Dalbøge, Karalee Baquero, Christina A. Sanford, Ayesha Misquith, Aaron J. Mercer, Thomas H. Meek, Mette Guldbrandt, Birgitte Andersen, Paul Kievit, Kevin L. Grove, Burak Kutlu

**Keywords:** Gene regulatory networks, Obesity, Drug development, Experimental models of disease, Preclinical research

## Abstract

Fibroblast growth factor 21 (FGF21) induces weight loss in mouse, monkey, and human studies. In mice, FGF21 is thought to cause weight loss by stimulating thermogenesis, but whether FGF21 increases energy expenditure (EE) in primates is unclear. Here, we explore the transcriptional response and gene networks active in adipose tissue of rhesus macaques following FGF21-induced weight loss. Genes related to thermogenesis responded inconsistently to FGF21 treatment and weight loss. However, expression of gene modules involved in triglyceride (TG) synthesis and adipogenesis decreased, and this was associated with greater weight loss. Conversely, expression of innate immune cell markers was increased post-treatment and was associated with greater weight loss. A lipogenesis gene module associated with weight loss was evaluated by testing the function of member genes in mice. Overexpression of NRG4 reduced weight gain in diet-induced obese mice, while overexpression of ANGPTL8 resulted in elevated TG levels in lean mice. These observations provide evidence for a shifting balance of lipid storage and metabolism due to FGF21-induced weight loss in the non-human primate model, and do not fully recapitulate increased EE seen in rodent and *in vitro* studies. These discrepancies may reflect inter-species differences or complex interplay of FGF21 activity and counter-regulatory mechanisms.

## Introduction

Fibroblast growth factor 21 (FGF21) is an endocrine regulator of lipid metabolism and energy homeostasis that has shown promise as a therapeutic against obesity and type 2 diabetes. In rodent and non-human primate (NHP) models, administration of FGF21 lowers blood glucose, plasma lipid levels, and body weight. In addition, data from several short-term clinical trials with FGF21 analogues confirm the strong effect on TG levels (up to 50% reduction) and, to a lesser degree, the reduction of body weight and blood glucose levels in humans^1–3^.

Though the metabolic effects of FGF21 treatment in primates are well documented, a clear understanding of the pathways by which FGF21 reduces body weight and improves plasma lipid profile in primates remains elusive. Several studies in rodent models suggest that FGF21 causes weight loss by acting upon adipocytes as well as the central nervous system (CNS) to induce browning and thermogenic pathways within adipose tissue (AT)^4–7^. Enhanced lipoprotein catabolism in both white and brown AT has also been proposed as the mechanism by which FGF21 lowers plasma TG levels in rodent models^8^. Additionally, recent studies in mice have indicated a role for innate immune signaling, supporting FGF21-mediated energy expenditure in adipose tissue^9,10^. Whether similar pathways are induced by FGF21 treatment in primates has not been fully explored.

Systems biology approaches using gene expression data can provide powerful insight into the signaling and regulatory pathways active during disease and drug responses. Weighted Gene Correlation Network Analysis (WGCNA) can be used to construct data-driven modules of genes whose expression may be coordinately regulated^11^. Changes in these gene modules can then be modeled against treatment groups or phenotypical parameters to gain understanding of the biological mechanisms driving disease pathology or drug activity. Transcriptomic studies have been used to gain understanding of the biological pathways active during drug treatment and weight loss^12–17^, but such an analysis has not been employed to understand the mechanisms of FGF21 activity in obese primates. Several gene expression studies in mice demonstrate increased expression of lipid transport and metabolic pathways in adipocytes in response to FGF21 treatment, reflecting elevated EE observed in oxygen consumption assays^12,13,18,19^. Additionally, numerous mouse and human studies have explored the transcriptomic response of AT to periods of caloric-restriction, reporting decreased expression of metabolic pathways associated with weight loss^14–17,20^. To date, there have been no reports detailing the full transcriptional response to FGF21 in any primate species, nor any attempts to infer gene expression networks active during FGF21 treatment in an obesity model.

We previously reported FGF21-induced weight loss in diet-induced obese (DIO) rhesus macaques^21^. The animals lost an average of 18% body weight over the course of the 12-week treatment, and regained weight to baseline levels during the 16-week washout period after treatment was stopped. Additionally, FGF21 treatment decreased plasma TG levels by 50%. Contrary to previous studies in NHP, there was no significant decrease in food intake during the treatment period, suggesting that increased EE may have played a role in the observed weight loss^21^. This intriguing result prompted us to further investigate metabolic pathways influenced by FGF21 at the transcriptional level in both subcutaneous AT and skeletal muscle. In the current report, we characterize, for the first time, the full transcriptional response to FGF21 treatment and weight loss in DIO NHP. In adipose tissue we observe transcriptional changes in adipogenesis, lipid synthesis, and neuronal signaling gene networks, as well as changes in immune cell markers and genes involved in thermogenesis that were associated with greater weight loss. Together these observations provide evidence for a shifting balance of lipid storage and metabolism related to FGF21 treatment and resulting weight loss in NHP that is distinct from previously described effects in rodent and *in vitro* models.

## Results

### FGF21 treatment induces transcriptional changes associated with weight loss in subcutaneous AT

In order to gain insight into metabolic changes that occur as a result of FGF21-induced weight loss, we examined gene expression in AT and skeletal muscle (SM) of DIO NHP undergoing treatment with FGF21. AT is a well-characterized site of increased EE in FGF21-treated mice, while SM, though not thought to be a direct target of FGF21, is capable of dramatically increasing EE in response to appropriate stimuli and may respond to secondary effects of FGF21 treatment. 

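Punch biopsies of subcutaneous AT and gastrocnemius SM were taken from DIO rhesus macaques before FGF21 treatment, after 12 weeks of treatment (post-treatment) and 16 weeks after treatment stopped (washout). Stranded mRNA libraries were sequenced, and the authors aligned the reads with STAR to the MacaM genome and deposited the number of reads counted on each gene, without normalization. The table held 16103 entries for 48 libraries, and dropping 70 entries that listed a gene a further time under another Ensembl identifier left 16033 genes. AT was represented by 10 pre-treatment, 9 post-treatment and 8 washout libraries from 10 animals, and SM by 6, 8 and 7 libraries from 8 animals. Total counts per AT library ranged from 17812175 to 23940980 pre-treatment (median 18903788), from 17228748 to 22531878 post-treatment (median 20010471) and from 15756491 to 20108580 at washout (median 18391568). In SM the totals ranged from 14455195 to 20292476 pre-treatment (median 17522048), from 15594276 to 21740711 post-treatment (median 16774185) and from 15041909 to 20164303 at washout (median 17616535). The read depth the paper states is 20–30 M reads per sample; the totals given here cover only reads counted on genes. Genes with at least 0.5 CPM in at least 10% of the libraries of a tissue were tested, which left 13367 genes in AT and 12617 in SM. Counts were normalized by the TMM method, and the 3 time points of a tissue were fitted together, with animal as a term, by the quasi-likelihood method of edgeR. Each comparison was tested two-sided, with Benjamini-Hochberg adjustment over all genes tested in the tissue. A gene was called DE at an adjusted p under 0.05 and a log2 fold change above 0.26 or below -0.26, the limits the paper uses. Expression levels are given in CPM as mean ± SD over the libraries of a time point, and log2 CPM was computed with a prior count of 2. This SD holds differences between animals that the model takes out, so it is not the error of a change. The identifiers of the libraries fall into 3 number series, called the first, middle and last series, which were treated as possible batches because the sample labels name none. Body weights of single animals are not among the sample labels, so associations with weight loss were not analysed here.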

We obtained tissue punch biopsies of subcutaneous AT and gastrocnemius SM at three time points during the study: pre-treatment, week 12 at the end of treatment (“post-treatment”), and 16 weeks after treatment was stopped (“washout”), and performed RNA sequencing. We compared gene expression between time points to find transcriptional responses to FGF21 treatment. Additionally, variation in the amount of weight the animals lost over the course of the study [8–28%]^21^ allowed us to determine whether any gene expression changes were associated with greater weight loss.

Data from AT revealed 2,005 differentially expressed (DE) transcripts between pre- and post-treatment time points (false discovery rate (FDR) < 0.05). Furthermore, the magnitude of change in 607 of those 2,005 genes was associated with the magnitude of weight loss (FDR < 0.25) (Fig. 1, Table 1, and supplemental fig. S1 and table S1). 

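In AT, 2068 of the 13367 genes tested were DE at the post-treatment time point compared to pre-treatment, 933 of them higher and 1135 lower. At an unadjusted p under 0.05 there were 4581 genes, against 668 expected by chance. Of the DE genes with a mean of at least 1 CPM, 274 rose and 551 fell in all 9 animals that had both samples. With the library identifier series in the model, 2025 genes were DE. The number moved most when animal 22130 was left out, which gave 801 DE genes, 788 of them among the 2068. It was 998 without animal 20275, 1164 without only the pre-treatment sample of that animal, and 1323 without animal 21189. That pre-treatment sample was left out by itself because Figs. S5c and S6c do not show it, although the paper's methods count all 10 pre-treatment AT samples as used. Among the largest increases of genes that rose in every animal were those of CETP, MLANA, CPXM1 and SERPIND1. CETP (ENSG00000087237) increased from 21.9 ± 12.8 CPM (SD, n = 10) to 99.5 ± 67.8 CPM (n = 9), a log2 fold change of 2.00 (SE 0.26, adjusted p = 4.73e-04 from edgeR's quasi-likelihood test). The log2 fold change of CPXM1 (ENSG00000088882), from 44.1 ± 14.4 to 125 ± 35.9 CPM, was 1.53 (SE 0.16, adjusted p = 5.43e-05). For MLANA and SERPIND1 it was 1.79 and 1.42, at mean levels of 0.719 to 15.5 CPM. Among genes that fell in every animal, SLC38A3 (ENSG00000188338) decreased from 12.2 ± 6.53 to 1.60 ± 1.69 CPM (log2 fold change -3.13, SE 0.42, adjusted p = 5.91e-04), with 1 pre-treatment library, that of animal 19832, low at 2.24 CPM. AADACL3 (ENSG00000188984) decreased from 2.60 ± 1.84 to 0.372 ± 0.370 CPM (log2 fold change -2.95, SE 0.30, adjusted p = 4.89e-05). SLC17A4 and DUXA, with log2 fold changes of -3.36 and -2.98, had post-treatment means of only 0.256 and 0.270 CPM, and DUXA belongs to a gene family with near-identical copies, so its counts are uncertain. TRPV6 is also among the 5 largest decreases (adjusted p = 0.0449), but no fold change is given for it: every post-treatment library lay at or below 0.149 CPM, 1 pre-treatment library held 15.3 CPM, and it was not DE with DESeq2.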

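Post-treatment changes in AT were summarized over 18 lists of genes for pathways and cell types, which were written before the data were examined and stand in for the published gene sets. Each list was tested against all other genes with camera of limma, two-sided, with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 18 lists; 11 lists had an adjusted p under 0.05. Of 78 ribosomal protein genes, 76 were higher (median log2 fold change 0.34, higher in 8 of 9 animals, camera adjusted p = 2.84e-19), and 52 were DE and higher. All 19 genes of triglyceride and fatty acid synthesis were lower (median -0.94, lower in 8 of 9 animals by their mean, camera adjusted p = 9.65e-12), 12 of them DE. Genes of pyruvate metabolism and the TCA cycle were lower for 24 of 27 (median -0.33, 0 of 9 animals higher, camera adjusted p = 5.40e-09), and glycolysis genes for 15 of 16 (median -0.30, 0 of 9 animals higher, camera adjusted p = 1.13e-05). For oxidative phosphorylation, 67 of 78 genes were lower by a median of -0.17 (2 of 9 animals higher, camera adjusted p = 5.08e-06), with 4 of them DE. The macrophage list was higher for 18 of 18 genes (median 0.90, 6 of 9 animals, camera adjusted p = 4.82e-06), the lysosome list for 25 of 32 (median 0.39, 6 of 9 animals, 0.00189) and the adipose progenitor and matrix list for 14 of 16 (median 0.29, 8 of 9 animals, 0.00743). Closer to an adjusted p of 0.05 were the decreases of G1 cell cycle genes (median -0.16, 1 of 9 animals higher, camera adjusted p = 0.0190) and 7 mature adipocyte genes (-0.21, 3 of 9 animals higher, 0.0498). The 4 erythroid genes had the largest median change of the 18 lists, -1.39, with 3 of 9 animals higher (camera adjusted p = 0.0407). Lipid transport genes moved both ways, 10 higher and 8 lower (camera adjusted p = 0.343). The lists for immediate early genes (adjusted p = 0.0593), T cells (0.217), B cells (0.718), neutrophils (0.718) and endothelial cells (0.920) did not differ from other genes. The lists were also tested with fry, which does not compare a list to other genes and so asks a different question. Of the 11 lists, 5 had an adjusted p under 0.05 with fry. They were ribosomal proteins, glycolysis, pyruvate and TCA cycle, G1 cell cycle, and triglyceride and fatty acid synthesis. With camera and the inter-gene correlation estimated from the libraries, 0 of the 11 calls held. Scaling by library size only or by DESeq2's size factors flipped the median of no list except the neutrophil list.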

Pathway enrichment analysis of the top DE genes in the post- vs pre-treatment time points revealed that pathways relating to lipid transport and metabolism, glycolysis, protein translation, and cell cycle responded to FGF21 treatment. Top DE genes whose magnitude of change was also associated with increased weight loss showed enrichment for carbohydrate metabolism and endo-lysosomal pathways (supplemental table S2). 

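A list of 16 genes of brown adipose tissue, among them UCP1, CPT1B, PPARGC1A, CIDEA, PRDM16 and DIO2, was also tested in AT at the post-treatment time point. Of its genes, 11 were expressed highly enough to be tested, of which 7 were lower and 4 higher, with a median log2 fold change of -0.19. The mean of the list was higher in 1 of 9 animals, and camera gave an adjusted p of 0.237. With fry, which tests whether the genes of a list changed without comparing them to other genes, the decrease had an adjusted p of 0.0461. Only 1 gene of the list was DE over all genes tested, and 1 when adjusted over the list alone.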

Surprisingly, pathways related to browning of AT, such as ‘Function of brown adipose tissue’ from the Ingenuity Pathway Analysis (IPA) tool^22^, were not enriched amongst the top DE genes in either comparison. Likewise, there was no increase in the expression levels of the classic fat browning markers UCP1, CPT1B, and PPARGC1A at the post-treatment time point. 

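CPT1B (ENSG00000205560) was measured at 23.8 ± 9.45 CPM (SD, n = 10) pre-treatment and 18.9 ± 7.99 CPM (n = 9) post-treatment, a log2 fold change of -0.29 (SE 0.21, adjusted p = 0.350 from edgeR's quasi-likelihood test), and was higher in 2 of 9 animals. PPARGC1A (ENSG00000109819) fell from 6.92 ± 3.23 to 3.62 ± 1.48 CPM, a log2 fold change of -0.79 (SE 0.29, adjusted p = 0.0668), and was higher in 3 of 9 animals; it was DE with DESeq2.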

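UCP1 (ENSG00000109424) was near the detection limit in AT, with 0 to 107 counts per library. Its level was 1.46 ± 1.86 CPM (SD, n = 10) pre-treatment and 0.523 ± 0.487 CPM (n = 9) post-treatment, so that the SD of the pre-treatment samples exceeded their mean. The log2 fold change was -1.28 (SE 0.53, unadjusted p = 0.0240 and adjusted p = 0.0922 from edgeR's quasi-likelihood test), and UCP1 was higher in 2 of 9 animals. When only the pre- and post-treatment samples were fitted, it was DE.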

In fact, UCP1 showed a significant decrease in expression post-treatment. We did not detect significant associations with increased weight loss for any of these markers.

**Figure 1:**
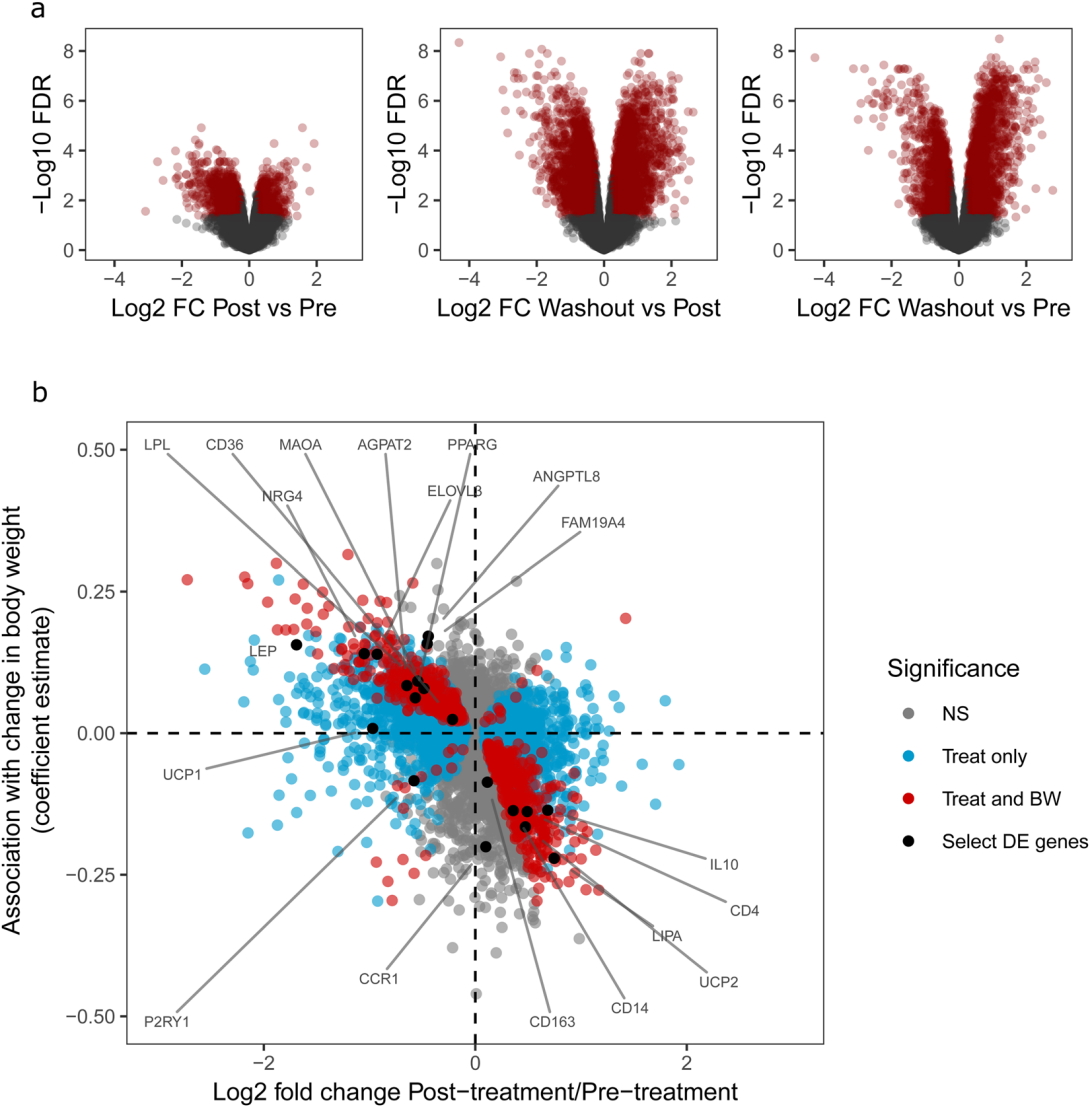
FGF21 treatment and weight loss associated transcriptional changes in AT. Gene expression in AT was measured by RNA sequencing. (**a**) Fold change and statistical significance of genes DE between treatment time points. Genes with fold change >0.26 or < −0.26 and FDR < 0.05 are highlighted in red. (**b**) Fold change of genes between pre- and post-treatment groups against the coefficient estimate for the association between change in gene expression and change in body weight, as determined by linear regression. Blue, significant DE genes in pre vs post comparison (as in A); red, genes with FDR < 0.25 in pre vs post that are also significantly associated with change in body weight, FDR < 0.25. Select genes of interest are labeled in black. n = 8–10 per time point in adipose tissue and n = 6–8 in skeletal muscle.

**Table 1:** Summary of DEG numbers in AT and SM.

	Adipose tissue			Skeletal muscle			Significance criteria
	Post vs Pre	Wash vs Post	Wash vs Pre	Post vs Pre	Wash vs Post	Wash vs Pre	
Up	804	1840	2203	0	20	520	FDR < 0.05, LogFC > 0.26 or < −0.26
Down	1200	1900	2284	0	3	474	
Total	2005	3740	4487	0	23	994	
Increased expression with greater BW loss	299	NA	NA	0	NA	NA	LogFC > 0.26 or < −0.26 for Pre vs Post, and FDR < 0.25 for both Pre vs Post and association with change in BW
Decreased expression with greater BW loss	308	NA	NA	0	NA	NA	

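Between washout and post-treatment, 4731 genes were DE in AT, 2352 higher and 2379 lower, and 6256 had an unadjusted p under 0.05. Washout compared to pre-treatment gave 2735 DE genes, 1671 higher and 1064 lower, and 4549 genes with an unadjusted p under 0.05. Both comparisons rested on 8 animals with samples at both time points. Of the 2068 genes that were DE post-treatment, 1864 (90.1%) lay closer to their pre-treatment level at washout than at post-treatment, and 1132 (54.7%) were DE in the opposite direction between post-treatment and washout. These comparisons share libraries, which by itself brings genes closer to their pre-treatment level. In simulated counts whose washout libraries had post-treatment means, the shares were 62.9% and 0%, and with pre-treatment means they were 99.6% and 64.3%. In the same direction, 262 (12.7%) of the 2068 genes were also DE at washout compared to pre-treatment, against 66.6% and 0% in the respective simulations.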

In each tissue, the number of significant DEG (FDR < 0.05) in each time point comparison is listed. The number of genes with an FDR < 0.25 between post- and pre-treatment time points and whose change in expression was also associated with change in body weight are summarized in the bottom two rows. n = 8–10 per time point for AT and n = 6–8 for SM.

Unlike the response in AT, in SM we observed a high level of intra-group variation in the transcriptional response, which resulted in a lack of statistically significant DE genes between pre- and post-treatment time points (FDR < 0.05), though we observed 994 DE genes at the washout time point compared to pre-treatment (Table 1, supplemental fig. S1, and table S1). 

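In SM, 0 of the 12617 genes tested were DE post-treatment compared to pre-treatment, with 410 genes at an unadjusted p under 0.05 against 631 expected by chance and a smallest adjusted p of 0.939. The comparison rested on 6 animals with both samples. Washout differed from post-treatment by 24 DE genes, 23 of them higher, and from pre-treatment by 8, all higher, while 2181 and 1691 genes had an unadjusted p under 0.05. The number at washout compared to pre-treatment moved most with the library identifier series in the model, to 1355 DE genes, and was 0 without animal 19832 and 0 without animal 22130. Between libraries of a tissue, the biological coefficient of variation was 0.356 in SM and 0.248 in AT. The largest increases at washout that were present in all 6 animals were those of DDI2, RC3H2 and LRP6. DDI2 (ENSG00000197312) was at 2.32 ± 0.521 CPM (SD, n = 6) pre-treatment and 11.5 ± 2.94 CPM (n = 7) at washout, a log2 fold change of 2.32 (SE 0.29, adjusted p = 0.0103 from edgeR's quasi-likelihood test). RC3H2 and LRP6 had log2 fold changes of 2.24 (SE 0.38, adjusted p = 0.0476) and 1.73 (SE 0.26, adjusted p = 0.0364). RC3H2 was not DE with library size alone as the normalization or with only the 2 time points fitted. For DDI2, RC3H2 and LRP6, the washout minus pre-treatment change in AT minus that in SM was -4.06, -4.30 and -3.685. Each adjusted p was at most 2.90e-07 in edgeR's quasi-likelihood test of this difference. The differences exceed the rises in SM, so these genes went down in AT. A batch that the labels do not give stays open. A test of the difference between the tissues in the post-treatment change, over 12322 genes, called 5 genes, all with the larger rise or smaller fall in SM, and 1257 at an unadjusted p under 0.05. They were SLC38A3, DUSP14, RBPMS2, LDHB and FAM131B, of which the last 4 are named after their values were seen. From the intra-group variation in SM, the paper reasons that no gene reached significance between the pre- and post-treatment time points.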

Because of this high, unexplained variability in the muscle, we investigated the response to FGF21 in the AT data only.

### Network analysis reveals several metabolism related gene modules in AT and SM

To investigate how metabolic and other signaling pathways responded to FGF21-induced weight loss, we applied WGCNA^11^ to create a network of data-driven gene modules within each tissue transcriptome (Fig. 2 and supplemental table S3). This resulted in 71 gene modules in AT, renamed AT_1 to 71 from largest to smallest module. The modules were then annotated by assessing their overlap with gene ontology or literature-derived pathways using a hypergeometric test (supplemental table S4).

**Figure 2:**
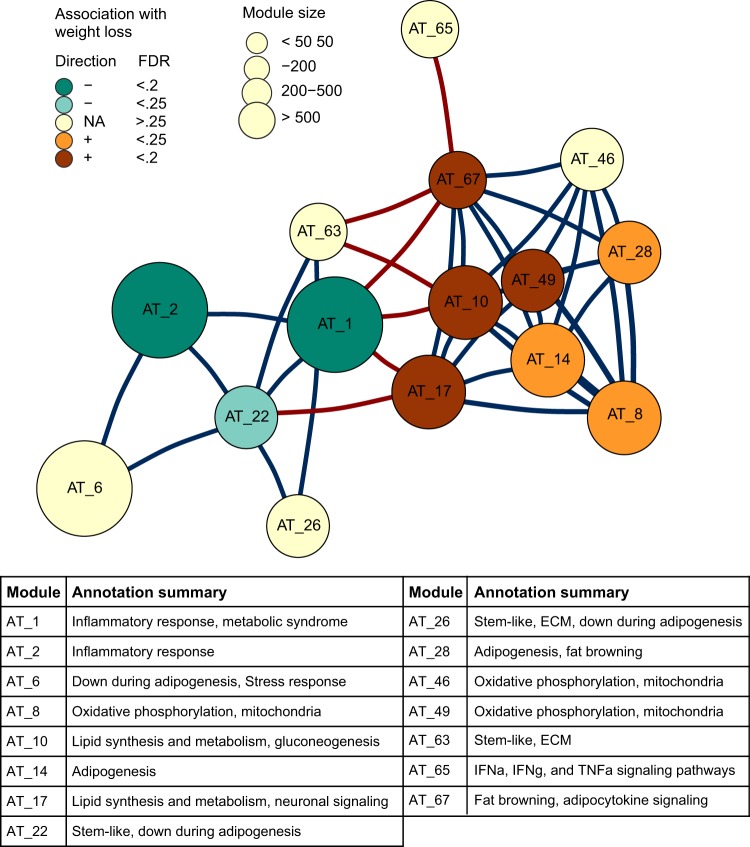
Correlation network analysis reveals several metabolism related gene modules in AT. WGCNA was used to group genes with coordinated expression into modules within AT. The relationship between select modules annotated with metabolic disease-related pathways is shown in a correlation network. Nodes are gene modules and edges represent the Spearman correlation between module eigengenes (blue, positive; red, negative). Only correlations stronger than r = 0.6 or −0.6 are shown. Node size depicts the number of genes in the module. Node color represents strength and direction of association of change in module expression with change in body weight. Bottom, short descriptions of modules included in the network, based on their overlap with known biological pathways (supplemental table S3). ECM, extracellular matrix.

Fifteen of the AT modules were significantly associated with metabolic disease-related pathways (supplemental table S4a). We examined the relationships between these 15 modules by constructing a network using the pairwise correlations between module eigengenes (Fig. 2). 

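The immune module AT_1, represented by 1036 of the 1040 genes the paper states, and the lipid synthesis module AT_10, by 336 of 337, were used here to compare their post-treatment changes. Each module's eigengene was taken as the first principal component of the standardized log2 CPM of its genes over the 27 AT libraries. Across the 9 animals with both samples, the change of the AT_1 eigengene and that of AT_10 had a Pearson's r of -0.953 (p = 7.55e-04, exact permutation test, two-sided) and a Spearman's rho of -0.95 (exact permutation p = 3.53e-04). Without the 2 animals farthest from the median AT_1 change, r was -0.847 (n = 7). Among the 6 animals whose samples both had identifiers of the last series, r was -0.959 (exact permutation p = 0.0194) and rho was -0.943 (exact permutation p = 0.0167). The middle series held 2 such animals and 1 animal had its samples in different series, too few to test. With the mean of the standardized values in place of the first principal component, r was -0.949. This was the only pair of modules compared, and the modules were built by the authors on these libraries.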

The network revealed two major clusters of positively correlated modules; one cluster containing modules related to adipogenesis, fat browning, and lipid metabolism (such as AT_10, AT_17, AT_28, and AT_46), was negatively correlated with a second cluster containing modules related to immune signaling, extracellular matrix pathways, and stem-ness (including AT_1, AT_22, AT_26, AT_63), suggesting FGF21 stimulates opposing responses in these pathways.

Despite the inconsistent response to FGF21 in the skeletal muscle, the variation in the SM expression data provides a wealth of information on the interaction and association of genes into biological pathways. Thus we again used WGCNA to construct and analyze a separate correlation network within the skeletal muscle. Of the resulting 44 SM gene modules, 14 were significantly associated with pathways related to metabolism or metabolic disease, such as oxidative phosphorylation, insulin signaling, and stress response (supplemental table S4b). A correlation network analysis between module eigengenes revealed a glycolysis and gluconeogenesis module (SM_3) as a central hub, positively correlated with insulin signaling (SM_8), oxidative phosphorylation (SM_10), and stress response modules (SM_5, SM_9), and negatively correlated with a vasculogenesis and extracellular matrix module (SM_1) (supplemental fig. S2). Also of note was that a module related to myogenesis (SM_40) had no strong connections to any other metabolism-related modules (supplemental fig. S2). Similar to the results of differential expression analysis on individual genes in the SM, none of the SM modules responded to FGF21-induced weight loss in a consistent or statistically significant manner (supplemental table S5).

### FGF21-induced weight loss modulates expression of adipogenesis, browning, and lipid synthesis and storage modules in AT

We investigated how FGF21 treatment and resulting weight loss influenced modules related to energy expenditure and adipogenesis in AT by comparing their expression levels between time points. We also tested whether changes in any of the modules correlated with the magnitude of weight loss observed (supplemental table S5). We observed a mixed response in three gene modules that had significantly overlap with oxidative phosphorylation or mitochondrial function gene sets^23,24^ (AT_46, AT_8, and AT_49) (Fig. 3a). Expression of all three modules was decreased at the post-treatment time point, and decreased expression of modules AT_8 and AT_49 was associated with greater body weight loss (Fig. 3b). Additionally, expression levels of modules related to triglyceride and fatty acid biosynthesis (AT_10 and AT_17) were decreased at the post-treatment time point (Fig. 3a). This decrease was associated with greater weight loss for both modules (Fig. 3b).

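The eigengene of AT_10 held 46.2% of the variance of its genes. The eigengene fell in all 9 animals between pre- and post-treatment, by a mean of -0.306 ± 0.212 (SD; exact Wilcoxon signed-rank test, two-sided, p = 0.00391, the smallest p that 9 animals allow, and 0.0234 adjusted over the 6 comparisons of the 2 modules). In the 6 animals with both samples in the last series, the mean change was -0.311 (exact p = 0.0312, the smallest p that 6 animals allow). Of its genes, 331 were lower and 5 higher, and 176 were DE, all lower. From post-treatment to washout the eigengene rose in 7 of 8 animals (mean change 0.320 ± 0.257, exact p = 0.0156, adjusted p = 0.0469 by the same test). Washout compared to pre-treatment gave a mean change of -0.00798 ± 0.124 (higher in 2 of 8 animals, exact p = 0.461), a difference smaller than the spread between animals whose sign changed with the way the eigengene was computed.

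**Figure D1:**
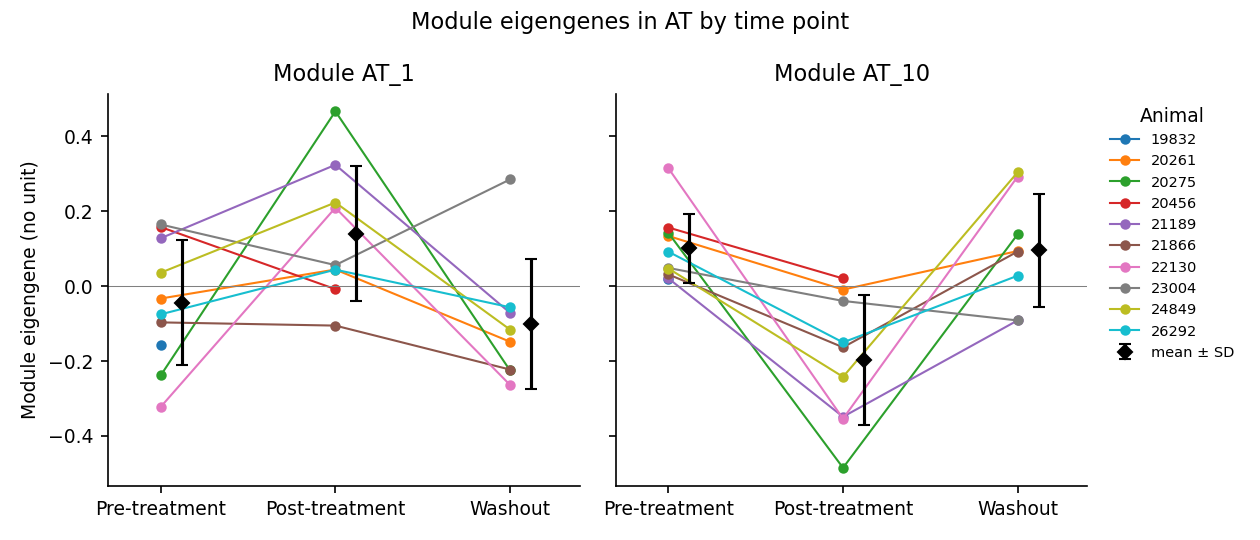
Eigengenes of modules AT_1 and AT_10 (no unit) in each AT library by time point; lines join the samples of 1 animal, and diamonds with bars give the mean ± SD of 10 pre-treatment, 9 post-treatment and 8 washout samples. The mean for AT_10 is 0.101 pre-treatment, -0.197 post-treatment and 0.0957 at washout, and for AT_1 it is -0.0437, 0.139 and -0.102.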

**Figure 3:**
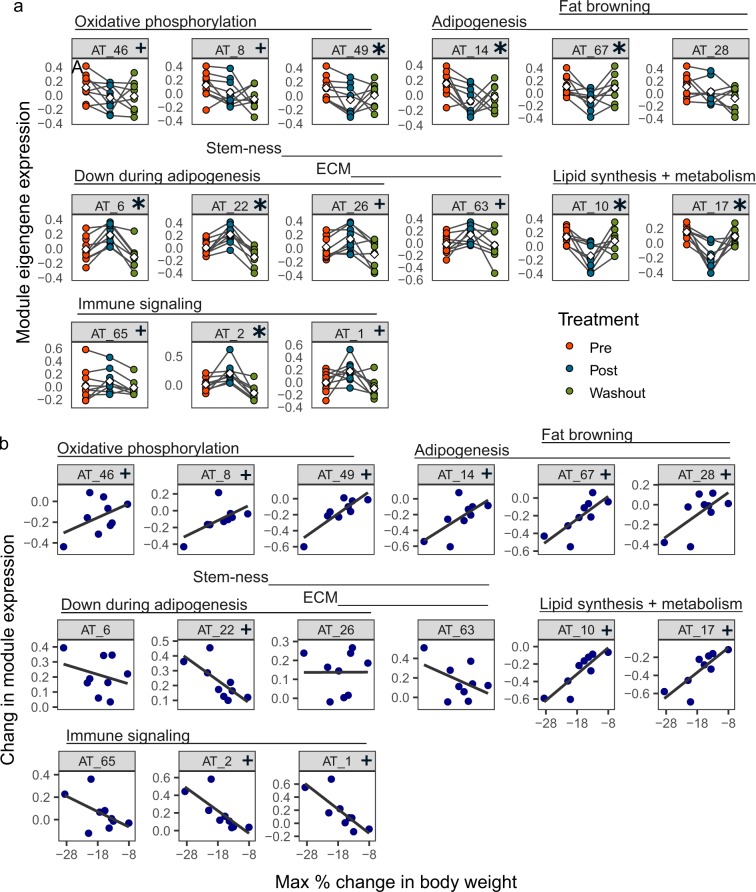
FGF21-induced weight loss modulates adipogenesis, fat browning, lipid metabolism, and inflammatory pathways. (**a**) Expression levels of metabolism and immune-related gene module eigengenes by time point and (**b**) the association between change in module expression between pre- and post-treatment and decrease in body weight. White diamonds indicate mean expression at each time point. * FDR < 0.1, + FDR < 0.25 between pre- and post-treatment groups by Wilcoxon paired test (n = 8–10) (**a**), or by linear regression between change in module expression and change in body weight (n = 9) (**b**).

The expression of modules annotated with adipogenesis (AT_14, AT_28, AT_67) and fat browning pathways (AT_28, AT_67) was decreased after 12 weeks of FGF21 treatment and resulting weight loss, generally returning to baseline levels during the washout period (Fig. 3a). Decreased expression of these modules was associated with greater loss of bodyweight (Fig. 3b). Modules AT_6, AT_22, AT_26, and AT_63 contain genes expressed by stem cells^25^, during extracellular matrix remodeling, and genes known to exhibit decreased expression during adipogenesis^26^. Expression of these modules was elevated at the post-treatment time point (Fig. 3a). Additionally, increased expression of the stem cell-like module AT_22 was associated with greater decrease in body weight (Fig. 3b).

### FGF21-induced weight loss changes the immune profile of adipose tissue

Recent studies have indicated a role for innate immune cells and signaling pathways in supporting FGF21-mediated EE in mice^9,10^, thus we examined the response of three gene modules annotated as immune-related: AT_1, AT_2, and AT_65. Interferon signaling pathways (AT_65) did not change with treatment or weight loss. Conversely, expression of module AT_2, which is associated with phagocytic endolysosomal and TNF signaling pathways, increased during FGF21-induced weight loss, and increased expression was associated with greater weight loss (Fig. 3a,b). 

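The eigengene of AT_1, computed over 1036 of its genes and holding 58.8% of their variance, rose between pre- and post-treatment in 6 of 9 animals. The mean change was 0.170 with an SD of 0.285 between animals, so the spread exceeded the change (exact Wilcoxon signed-rank test, two-sided, p = 0.129, adjusted p = 0.193 over 6 comparisons). The FDR limit that the paper uses for modules is looser than 0.05 and is applied over all its modules. The adjusted p of 0.193 lies under that limit, but it covers only 6 comparisons. Leaving out 1 animal at a time gave exact p-values from 0.0547 to 0.250. Among the 6 animals with both samples in the last series, the eigengene rose in 5 of 6 (mean change 0.213, exact p = 0.0625). Of the 1036 genes, 992 had a higher fitted level post-treatment, by a median log2 fold change of 0.50, and 148 of these were DE. At washout the eigengene was lower than post-treatment in 7 of 8 animals (mean change -0.26, exact p = 0.0547), and 1 washout library, that of animal 23004, lay apart at 0.285.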

Module AT_1, which contained genes associated with type 2 signaling and complement pathway, as well as canonical markers for several immune cell populations^27^, was similarly increased at the post-treatment time point, and increased expression was associated with greater weight loss. Moreover, individual markers of type 2 signaling, natural killer T cells, and macrophages showed elevated expression during FGF21 treatment, and for many of these genes, this change was associated with increased weight loss (supplemental fig. S3a).

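Of the 27 immune genes drawn in Fig. 4, 23 had a higher level post-treatment in AT, with a median log2 fold change over the 27 of 0.57. An adjusted p under 0.05 was reached by 6 of the 27 over all genes tested. It was reached by 14 when adjusted over the list alone, that is, over the 66 genes of Fig. 4. Both numbers include decreases, those of INHBA (log2 fold change -1.40) and PPARG (-0.70). The rest of the 6, IRF5, IL10, HIF1A and STAT6, were higher, STAT6 by only 0.25, below the fold change limit. The study chose this list on these samples, so the number of 14 is not independent evidence. The 16 immune genes that the paper places in module AT_1 were all higher, by log2 fold changes from 0.23 to 1.18, and IL10 was the only one with an adjusted p under 0.05 over all genes tested.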

### Correlation of genes involved in neuronal signaling, thermogenesis, and immune pathways

The lipogenesis module (AT_17) contains genes involved in triglyceride and fatty acid biosynthesis, as well as several genes involved in neuronal signaling. The sympathetic nervous system likely plays a role in regulating the balance between lipolysis for oxidative phosphorylation and lipid uptake for storage^5,7,28,29^. Because decreased expression of AT_17 was associated with greater weight loss, we further investigated transcriptomic changes in this system by examining the response of genes involved in norepinephrine signaling, neurotransmitter release, and innervation compared to genes that regulate thermogenesis^22,30^ (supplemental table S6). We observed an intriguing pattern of expression and correlation amongst genes involved in neuronal signaling, lipogenesis, thermogenesis, and immune pathways that were significantly changed by FGF21 treatment and/or associated with greater weight loss (Fig. 4 and supplemental fig. S3). A hierarchical clustering of these genes emphasizes the divergent responses of genes associated with thermogenesis. Perhaps unsurprisingly, then, genes related to browning and thermogenesis were spread across several of the data-driven modules. In addition to membership in the AT_28 and AT_67 modules annotated as ‘fat browning,’ several genes that have been shown to impact thermogenesis (KCNAB2, KDM3A, LIPA, UCP2)^22^ were contained in the AT_1 immune module. Expression of these genes increased with treatment, along with several pro- and anti-inflammatory immune cell markers and signaling genes. Conversely, other genes that support thermogenesis, lipogenesis, and neuronal signaling (largely contained in the AT_17 module) were decreased at the post-treatment time point.

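All 4 genes had a higher fitted level post-treatment. KDM3A (ENSG00000115548) rose from 57.0 ± 12.1 CPM (SD, n = 10) to 87.4 ± 19.3 CPM (n = 9), a log2 fold change of 0.61 (SE 0.16, adjusted p = 0.0190 from edgeR's quasi-likelihood test), and was higher in 8 of 9 animals. For each of the other 3 genes the adjusted p was above 0.05, and the SD of the post-treatment samples exceeded the difference between the means. LIPA went from 1316 ± 750 to 3188 ± 2537 CPM (log2 fold change 1.26, adjusted p = 0.0741, higher in 7 of 9 animals). UCP2 and KCNAB2 had log2 fold changes of 0.84 (adjusted p = 0.0971, 7 of 9 animals) and 0.71 (adjusted p = 0.0895, 6 of 9 animals). LIPA and KCNAB2 were DE with DESeq2, and all 4 genes had an adjusted p under 0.05 when adjusted over the list of Fig. 4 alone. KCNAB2 had 1 washout library, that of animal 23004, apart from the other 7 at 110 CPM.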

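Of the 66 genes in Fig. 4, 35 had an adjusted p under 0.05 post-treatment over all genes tested, and 49 when adjusted over the list alone, a list chosen on these samples. Every one of the 24 genes assigned to AT_17 was lower and DE. They include 20 genes of the neuronal and lipid synthesis or storage categories, with log2 fold changes from -1.94 to -0.36. Over all modules, the 13 genes of lipid synthesis or storage were lower and DE, and 12 of the 13 neuronal genes were lower, 10 of them DE. The 13 thermogenesis genes went both ways, with 6 higher and 7 lower, and 6 had an adjusted p under 0.05. The number of 35 moved most when animal 22130 was left out, to 19; it was 21 without animal 20275 and 45 with DESeq2. The paper describes the responses of thermogenesis genes as divergent, on the basis of its hierarchical clustering of the genes in Fig. 4.

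**Figure D2:**
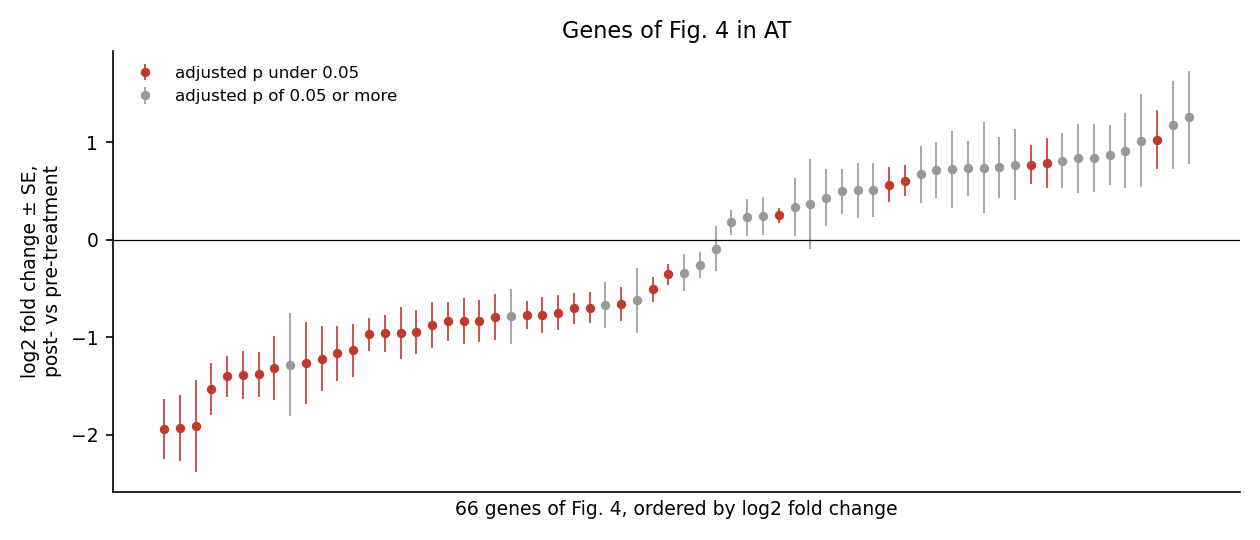
Log2 fold change ± SE, post-treatment vs pre-treatment in AT, of the 66 genes of Fig. 4, ordered by their value; red points have an adjusted p under 0.05 over all genes tested. The values run from -1.94 to 1.26, with 36 genes below 0 and 30 above.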

**Figure 4:**
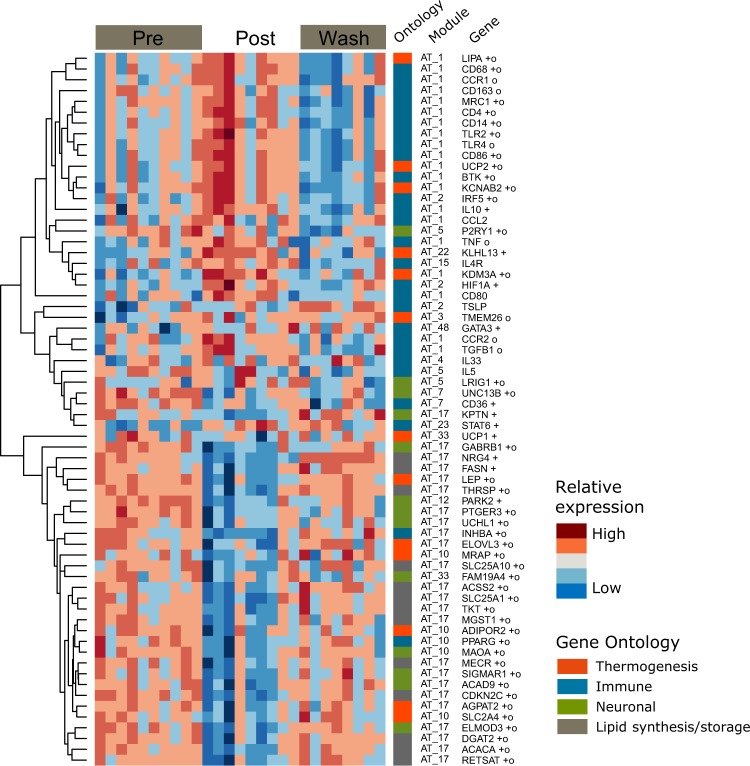
Divergent responses of genes involved in thermogenesis. (**A**) Gene expression heat map depicting select genes related to metabolic and inflammatory pathways. Each column depicts one sample from one treatment time point and animals appear in the same order within each time point. Each row represents one gene, and rows are hierarchically clustered to group genes with similar expression patterns. The module and the general ontological category each gene is a member of is depicted in columns between the heat map and gene names. n = 8–10 per group. +, genes with significantly different expression between pre and post time points (FDR < 0.05); o, genes whose changes in expression were significantly associated with decreased body weight (FDR < 0.25).

### *In vivo* validation of lipogenesis module members

Given its association with increased weight loss and notable collection of neuronal and TG synthesis genes, we hypothesized that pathways in the AT_17 lipogenesis module may play a role in decreasing fat storage during FGF21-induced weight loss. To test this idea, we selected three genes—ANGPTL8, NRG4, and FAM19A4—from this module to evaluate independently for functional *in vivo* effects. These three genes encode secreted proteins with evidence of involvement in metabolic pathways, and thus may recapitulate some of the effects of FGF21 treatment we observed in NHP. We overexpressed each protein in separate experiments using hydrodynamic gene delivery^31,32^ in lean or growing DIO mice and measured the effects on body weight and plasma triglyceride levels. In all three studies, the positive controls (Exendin-4 or FGF21) were used to demonstrate that the plasmid delivery and expression worked as expected.

In FGF21-treated NHP, ANGPTL8 expression was significantly increased during the washout period and exhibited a non-significant trend toward association with increased weight loss (Fig. 5a,b). 

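ANGPTL8 (ENSG00000130173) varied widely between animals, with 44.7 ± 40.8 CPM (SD, n = 10) pre-treatment, 29.6 ± 41.4 CPM (n = 9) post-treatment and 58.1 ± 57.3 CPM (n = 8) at washout. Washout compared to post-treatment gave a log2 fold change of 1.25 (SE 0.56, unadjusted p = 0.0379 and adjusted p = 0.0862 from edgeR's quasi-likelihood test), with 6 of 8 animals higher. Compared to pre-treatment, the washout level differed by a log2 fold change of 0.35 (adjusted p = 0.684, 4 of 8 animals higher), and the post-treatment level by -0.90 (SE 0.54, adjusted p = 0.241, 2 of 9 animals higher).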

ANGPTL8 is increased in humans during refeeding after fasting and is thought to play a role in regulating lipid metabolism levels^33–35^. Indeed, in our hands, overexpression of ANGPTL8 in lean mice significantly increased plasma triglyceride levels, but did not have an effect on body weight. Overexpression of the positive control Exendin-4 (a GLP1 receptor agonist) lowered body weight and food intake as expected (Fig. 5c–f).

**Figure 5:**
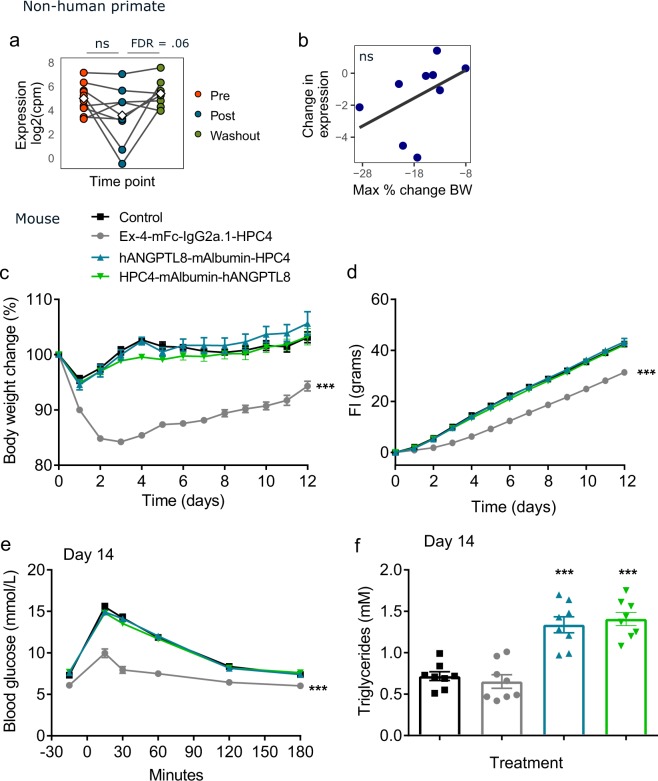
Overexpression of ANGPTL8 increased plasma triglyceride levels. ANGPTL8 was overexpressed in mice by hydrodynamic gene delivery. (**a**) Expression levels and (**b**) association with change in body weight in FGF21-treated NHP. (**c-f**) Mice were given empty plasmid, or plasmid encoding Exendin-4, N-terminal or C-terminal mouse albumin-fused human ANGPTL8 sequence. (**c**) Change in body weight and (**d**) cumulative food intake over time. (**e**) Blood glucose after glucose tolerance test and (**f**) plasma triglycerides at day 14. NS non-significant; (**a-b**) + FDR < 0.25 by linear model; (**c-f**) Data are displayed as mean plus standard error, n = 7–8 per group, *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA with Dunnett’s post-hoc test.

NRG4 expression was decreased during FGF21-induced weight loss in NHP and trended toward association with greater weight loss, just missing our cutoff for statistical significance at an FDR of 0.26 (Fig. 6a,b). 

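NRG4 (ENSG00000169752) fell from 5.76 ± 2.19 CPM (SD, n = 10) pre-treatment to 1.98 ± 1.03 CPM (n = 9) post-treatment, a log2 fold change of -1.53 (SE 0.27, adjusted p = 0.00238 from edgeR's quasi-likelihood test), and was lower in 8 of 9 animals. At washout it reached 9.08 ± 2.27 CPM (n = 8), higher than post-treatment in all 8 animals (log2 fold change 2.24, SE 0.27, adjusted p = 1.28e-05). The washout level also exceeded the pre-treatment level in all 8 animals (log2 fold change 0.70, SE 0.24, adjusted p = 0.0468). Among the washout libraries, that of animal 23004 lay lowest, at 4.65 CPM.

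**Figure D3:**
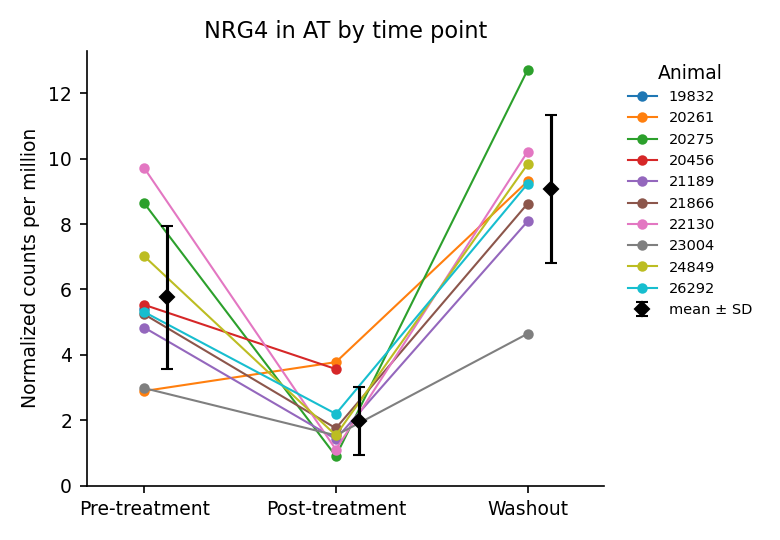
Normalized NRG4 expression (CPM) in each AT library by time point; lines join the samples of 1 animal, and diamonds with bars give the mean ± SD of 10, 9 and 8 samples. The post-treatment samples lie between 0.905 and 3.78 CPM, and the washout samples between 4.65 and 12.7 CPM.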

High levels of NRG4 have been detected in brown AT and increased expression of NRG4 has been reported in response to cold stimulation^36^. In light of this, we hypothesized that decreased expression of NRG4 during our study was a secondary response to weight loss rather than a direct response to FGF21 treatment, and that overexpression may inhibit weight gain. Indeed, overexpression of NRG4 moderately reduced weight gain in growing DIO mice (Fig. 6c), which appeared to be due to prevention of fat mass accumulation (Fig. 6d). The FGF21 positive control reduced body weight, indicating successful expression of the plasmid upon HGD. NRG4 overexpression had no effect on blood glucose, plasma TG levels, or food intake (Fig. 6e,f and not shown).

**Figure 6:**
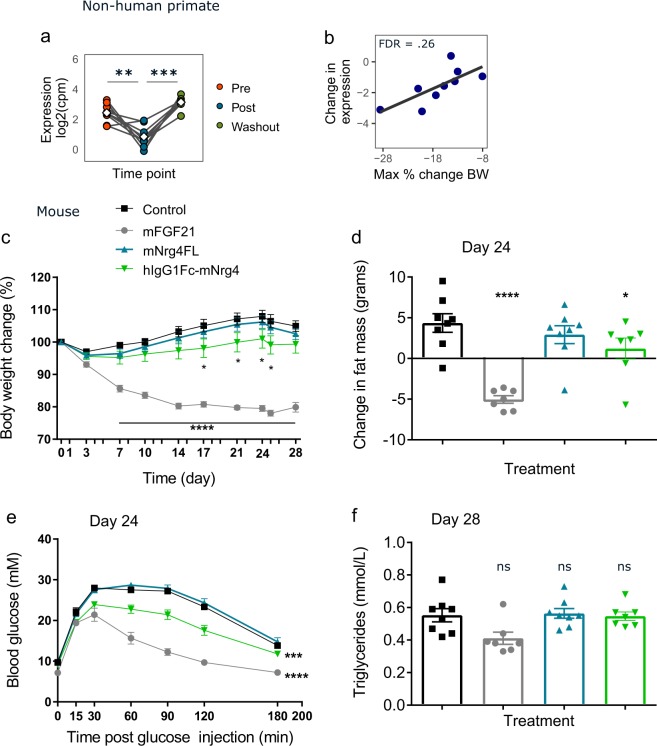
Overexpression of NRG4 reduced weight gain in DIO mice. NRG4 was overexpressed in mice by hydrodynamic gene delivery. (**a**) Expression levels and (**b**) association with change in body weight in FGF21-treated NHP. (**c**–**f**) Mice were given empty plasmid, or plasmid encoding mouse FGF21, native mouse Nrg4, or mouse Nrg4 fused to human IgG1Fc. (**c**) Change in body weight over time. (**d**) Change in fat mass from day 0 to day 24. (**e**) Blood glucose after glucose tolerance test and (**f**) plasma triglycerides at day 14. NS non-significant; (**a,b**) ** FDR < 0.01, ***FDR < 0.001 by linear model; (**c**–**f**) Data are displayed as mean plus standard error, n = 7–8 per group, *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA with Dunnett’s post-hoc test.

We found FAM19A4 to be highly expressed in AT in NHP, and decreased expression levels post-treatment were associated with greater weight loss (supplemental fig. S4a,b). 

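FAM19A4 (ENSG00000163377) was measured in AT at 101 ± 36.1 CPM (SD, n = 10) pre-treatment, 71.9 ± 42.6 CPM (n = 9) post-treatment and 81.5 ± 42.7 CPM (n = 8) at washout, with 297 to 3443 counts per library. The post-treatment decrease, a log2 fold change of -0.62 (SE 0.33), was smaller than the spread between animals and had an adjusted p of 0.190 in edgeR's quasi-likelihood test; 3 of 9 animals were higher.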

Because FAM19A4 is a secreted protein and is expressed by neurons in several areas of the brain^37–39^, we hypothesized that FAM19A4 may signal between AT and the brain to modulate lipid handling or EE pathways. However, overexpression of FAM19A4 did not influence body weight, food intake, blood glucose, or plasma TG levels in lean mice, even though the positive control, Exendin-4, indicated that the HGD system was working properly (supplemental fig. S4c–f). We then investigated whether FAM19A4 may act directly in the brain by treating lean animals centrally with FAM19A4 protein. Consistent with the lack of response from peripheral expression, we did not observe any effects on food intake, brown AT temperature, or body weight (supplemental fig. S4g–i).

In summary, at the end of a 12 week period of FGF21-induced weight loss, we observe transcriptional changes in several pathways related to metabolism and fat storage in adipose tissue. Figure 7 depicts our current model of the *in vivo* actions of FGF21 at the transcriptional level in primates. Genes related to thermogenesis responded inconsistently to FGF21-induced weight loss, some increasing and some decreasing by the post-treatment time point. Decreased expression of genes and modules involved in neuronal signaling, triglyceride (TG) synthesis, and adipogenesis was associated with greater weight loss, as was increased expression of immune genes and modules.

**Figure 7:**
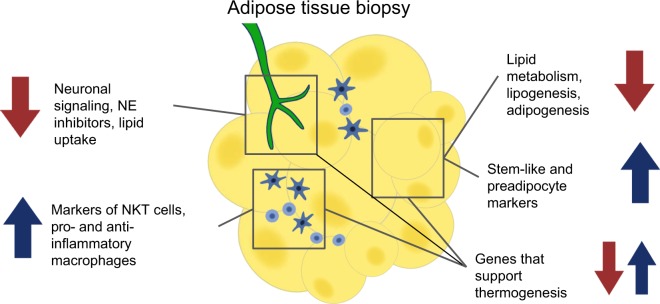
Summary of transcriptomic changes in AT in response to FGF21-induced weight loss. FGF21 treatment and resulting weight loss in NHP induced transcriptional changes in several metabolic pathways in AT, as measured by RNA sequencing of tissue biopsy punches. As a biopsy punch of adipose tissue contains a mixture of cell types, some of the transcriptional changes observed may originate from innervating neurons (green), immune cells (blue), or adipocytes (yellow). Blue arrows signify pathways or genes that were increased post-treatment compared to pre-treatment, and whose increase was associated with greater weight loss. Red arrows signify pathways or genes that were decreased at the post-treatment time point and whose increase was associated with greater weight loss.

## Discussion

In the current report, we have examined the effects of FGF21 in two tissues at the mRNA level and investigated associations between changes in metabolic pathway expression and the degree of resulting weight loss. Our study differs from prior work in that it is the first to use a transcriptomic, systems biology-based approach to understand FGF21 activity in NHP. Moreover, it is the first attempt to explain the variability in weight loss across individuals in connection with variation in gene expression changes, using a primate model that more closely reflects the large inter-individual variability in humans.

Our results demonstrate the complexity of metabolic changes associated with fluctuations in body weight and energy balance, induced by artificially increasing levels of a single secreted factor. The response to FGF21 treatment measured in subcutaneous AT revealed shifting activity across adipogenesis, lipid metabolism, neuronal signaling, and immune signaling pathways. Together these changes provide mixed evidence in support of increased EE as a mechanism of FGF21-induced weight loss in the NHP model and may represent the complex interplay of the primary effects of FGF21 and the secondary effects of weight loss.

The animals in the present study did not significantly lower their food intake during the treatment period;^21^ thus we postulated that increased EE may have been responsible for the observed weight loss. In the transcriptional data, gene modules annotated with fatty acid oxidation or mitochondrial activity exhibited a moderate decrease in expression in response to 12 weeks of FGF21 treatment. This is in contrast to increased EE observed in FGF21-treated rodents and *in vitro* adipocyte models. However, a decrease of lipid metabolism in response to a period of significant weight loss is well documented — the body downregulates mechanisms that facilitate EE to avoid starvation^40^ — thus our observations may be linked to weight loss and not necessarily FGF21 activity. In support of this, numerous studies on the response of AT to weight loss induced by caloric restriction have observed decreased expression of genes involved in lipid handling and metabolism^14,15,17,20^.

Intriguingly, we observed divergent responses amongst genes and gene modules related to thermogenesis. In addition to decreased expression of modules related to fat browning, four individual genes that promote thermogenesis (LEP, PPARG, SLC2A4 and MRAP)^41,42^ were decreased at the post-treatment time point and decreased expression was associated with greater weight loss. Conversely, decreased expression of ADIPOR2 (adiponectin receptor 2), which has been reported to downregulate thermogenesis^43^, and increased expression of genes that have been reported to support thermogenesis (LIPA, KDM3A, KCNAB2, and UCP2)^44–48^ were associated with greater weight loss. These observations suggest that mechanisms of EE in NHP may not be as tightly coordinated as in rodents, or that FGF21 may influence a broader array of pathways in NHP, though FGF21-induced thermogenesis in rodents does not always involve canonical markers like UCP1^49^. 

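LEP (ENSG00000174697) decreased from 2849 ± 796 CPM (SD, n = 10) to 915 ± 724 CPM (n = 9), a log2 fold change of -1.93 (SE 0.34, adjusted p = 0.00263 from edgeR's quasi-likelihood test), and was lower in all 9 animals. PPARG (ENSG00000132170) was also lower in all 9 animals, falling from 309 ± 63.4 to 195 ± 53.1 CPM (log2 fold change -0.70, SE 0.16, adjusted p = 0.0111). SLC2A4 and MRAP were each higher in 2 of 9 animals and not DE, with log2 fold changes of -0.67 (SE 0.23, adjusted p = 0.0574) and -0.78 (SE 0.28, adjusted p = 0.0620). Both were DE with DESeq2, and SLC2A4 also without animal in the model.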

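ADIPOR2 (ENSG00000006831) decreased in all 9 animals, from 600 ± 111 CPM (SD, n = 10) pre-treatment to 369 ± 151 CPM (n = 9) post-treatment. The log2 fold change was -0.75 (SE 0.18, adjusted p = 0.0133 from edgeR's quasi-likelihood test), and its level at washout was 476 ± 121 CPM (n = 8).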

At ambient temperature mice need to constantly defend their body temperature, increasing overall EE by activating brown fat^50^, which is not as critical in larger mammals due to their smaller surface-to-volume ratio. It is also likely that the dynamics of FGF21 action differ between rodents and primates, and it is possible that an earlier time point during treatment would have revealed a different hierarchy of pathways associated with weight loss.

In the current study, we observed that numerous genes involved in neuronal signaling were decreased as a result of FGF21-induced weight loss. Several of these have been shown to inhibit norepinephrine signaling and norepinephrine-mediated fat browning (P2RY1, MAOA, PTGER3, SIGMAR1)^51–55^, and in the present study, decreased expression was associated with greater weight loss. 

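PTGER3 and MAOA were DE and lower post-treatment in AT. PTGER3 fell from 332 ± 81.1 CPM (SD, n = 10) to 184 ± 72.1 CPM (n = 9), a log2 fold change of -0.88 (SE 0.24, adjusted p = 0.0209 from edgeR's quasi-likelihood test), in all 9 animals. MAOA fell from 949 ± 173 to 607 ± 198 CPM (log2 fold change -0.66, SE 0.18, adjusted p = 0.0200) in 8 of 9 animals. P2RY1, at 6.21 ± 2.35 and 4.95 ± 1.70 CPM, was lower by less than its spread (log2 fold change -0.34, SE 0.19, adjusted p = 0.220, higher in 2 of 9 animals); it was DE with voomWithQualityWeights of limma.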

Several previous studies suggest that the balance between lipid storage and lipolysis for oxidative phosphorylation is regulated in part by sympathetic tone, mediated by norepinephrine signaling^5,7,28,29^. Supporting this, we observed that expression of gene modules related to adipogenesis (AT_14, AT_28) and lipogenesis (AT_17) were decreased post-treatment and associated with increased weight loss. Moreover, genes involved in promoting lipid uptake and storage (PARK2, KTPN2, CD36)^56–58^ also exhibited decreased expression post-treatment and were associated with greater weight loss. Additionally, we see an increase in markers of stem-like and pre-adipocyte cells, as well as extracellular matrix genes, suggesting the AT is likely undergoing shifts in cell type composition and structure. 

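PARK2 (ENSG00000185345) decreased from 107 ± 34.5 CPM (SD, n = 10) to 43.9 ± 30.9 CPM (n = 9) in all 9 animals, a log2 fold change of -1.39 (SE 0.25, adjusted p = 0.00282 from edgeR's quasi-likelihood test). The symbol KTPN2 is not in the count table, and KPTN, the gene drawn in Fig. 4, was taken in its place. KPTN was lower in 8 of 9 animals, at 11.6 ± 1.43 and 9.07 ± 1.19 CPM (log2 fold change -0.36, SE 0.10, adjusted p = 0.0282), but was not DE with voomWithQualityWeights of limma. CD36 was among the most abundant of the named genes, with 4772 ± 518 CPM pre-treatment and 3999 ± 648 CPM post-treatment, and was lower in all 9 animals; its log2 fold change of -0.26 had an adjusted p of 0.186.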

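The mean log2 change of the 16 genes of the adipose progenitor and matrix list, among them PDGFRA, CD34, DLK1, DCN, LUM and COL1A1, was 0.44 ± 0.45 (SD) over the 9 animals with pre- and post-treatment AT samples. It was positive in 8 of 9 animals (exact Wilcoxon signed-rank test, two-sided, p = 0.00781, adjusted p = 0.0391 over 5 lists of cell types). The mean change of the macrophage list was 0.79 ± 1.11 and positive in 6 of 9 animals (exact p = 0.0742, adjusted p = 0.124), and that of the T cell list was 0.26 ± 0.39 and positive in 8 of 9 (exact p = 0.0547, adjusted p = 0.124). Endothelial genes did not change on average (0.00 ± 0.49, exact p = 0.734), and mature adipocyte genes were lower by less than their spread (-0.40 ± 0.74, exact p = 0.129, adjusted p = 0.161). Among the 6 animals with both samples in the last series, the change of the progenitor and matrix list was positive in 5 of 6 (mean 0.31, exact p = 0.0625). There the T cell list was positive in 6 of 6 (mean 0.32, exact p = 0.03125, unadjusted and the smallest possible). The macrophage list was positive in 5 of 6 (0.97, exact p = 0.0625), endothelial genes in 3 (exact p = 0.8438) and mature adipocyte genes in 2 (exact p = 0.3125).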

Taken together, these results may suggest FGF21 has shifted sympathetic nervous signaling away from induction of fat storage, which could offer a partial explanation for the animals’ weight loss.

Mounting evidence indicates the immune system interacts with metabolic pathways at multiple levels^59^. In the current study, we observed transcriptional evidence of a shifting immune cell populations and milieu in NHP experiencing FGF21-induced weight loss. Increased expression of IL10, TGFB1, and IL4R and their association with greater weight loss reflects previous studies that have demonstrated a role for type 2 signaling in mediating the recruitment and polarization of innate immune cells to facilitate fat browning and thermogenesis^9,10,12^. Also in line with previous reports, markers of inflammatory macrophages (CD86, CD80, CD68, TLR2, and TLR4), and anti-inflammatory or ‘alternatively activated’ macrophages (CD163, MRC1/CD206, IL10, and TGFB1) were associated with greater weight loss, suggesting the presence of a beneficial, mixed population of macrophages in the AT^14,60–62^. 

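IL10 (ENSG00000136634) increased from 3.09 ± 1.25 CPM (SD, n = 10) to 6.46 ± 3.70 CPM (n = 9), a log2 fold change of 1.03 (SE 0.31, adjusted p = 0.0311 from edgeR's quasi-likelihood test), and was higher in 8 of 9 animals. It was not DE with voomWithQualityWeights of limma or with only the pre- and post-treatment samples fitted, and its lowest pre-treatment library, that of animal 20275, held 0.502 CPM. TGFB1 had a log2 fold change of 0.50 (SE 0.23, adjusted p = 0.133, higher in 6 of 9 animals), with the pre-treatment library of animal 22130 lowest at 15.3 CPM. For IL4R, at 68.9 ± 17.8 and 75.9 ± 9.78 CPM, the change was within the spread between animals (log2 fold change 0.18, SE 0.13, adjusted p = 0.336, higher in 5 of 9).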

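Apart from IL10 and TGFB1, all 7 macrophage markers had a higher fitted level post-treatment, but none had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the inflammatory markers, CD68 had the largest log2 fold change, 1.18 (SE 0.45, adjusted p = 0.0758, higher in 6 of 9 animals), from 326 ± 202 CPM (SD, n = 10) to 691 ± 370 CPM (n = 9). Those of CD86, CD80, TLR2 and TLR4 lay between 0.77 and 0.91, with adjusted p-values from 0.0579 to 0.143; CD80 was below 5 CPM in every library. CD68, CD86 and TLR2 were DE with DESeq2, and TLR2 also with library size alone as the normalization. Of the markers of alternatively activated macrophages, MRC1 had a log2 fold change of 0.67 (SE 0.29, adjusted p = 0.111) and CD163 of 0.23 (SE 0.19, adjusted p = 0.417), each higher in 6 of 9 animals.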

Local inflammation and influx of phagocytic cells may help remodel AT and buffer excess lipids during weight loss^63,64^.

This shift in immune cell markers could reflect a return to an immune landscape associated with healthy, functional AT. Intriguingly, expression of the AT_1 immune module is negatively correlated with expression of module AT_17, which contains genes involved in triglyceride and fatty acid synthesis as well as neuronal signaling. This may indicate that immune, neuronal, and lipogenesis pathways are acting in concert during FGF21 treatment, perhaps shifting the balance between fat storage and EE in the NHP model by influencing sympathetic nervous tone and the immune landscape of adipose tissue.

Validating some of our findings in the transcriptional data, differentially expressed genes related to lipid handling such as ANGPTL8 and NRG4 affected triglyceride levels and bodyweight when overexpressed independently in a mouse model. These results implicate ANGPTL8 as a possible mediator of FGF21’s lipid-lowering role, and suggest NRG4 may decrease as a secondary response to weight loss in order to prevent further reductions of adipocyte mass. Supporting this, previous studies have implicated NRG4 as a negative regulator of lipogenesis^65^.

Our results from the NRG4 and FAM19A4 mouse experiments reflect a broader truth that the transcriptional data do not provide any directional information, and we are unable to draw conclusions about whether changes in certain pathways are driving changes in others. As this study was based on cross-sectional snap-shots of gene expression at points in time before weight loss began and after weight loss was achieved, we cannot determine which changes were primarily due to FGF21 activity and which might be secondary responses to weight loss. Likewise, though we see a large number of DEG at the washout time point, we are unable to tease apart changes that may be long term effects of FGF21 treatment and those that may be due to having experienced significant weight loss and regain. Additionally, as we previously observed increases in protein levels of adiponectin, T4, and IGFBP2 and decreases in IGF-1 and myostatin at the post-treatment time point in these animals^21^, hormones such as these affected by FGF21 treatment and/or weight loss may also be influencing gene expression levels. To truly understand the causal hierarchy of pathway interactions and regulation, constant measurements across multiple energy expenditure and energy storage systems would be necessary.

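The spread between animals of the change from pre- to post-treatment was compared between SM and AT in the 5 animals that had both samples in both tissues. For each of 12322 genes tested in both tissues, the SD across these animals of the change in log2 CPM was taken. Its median over genes was 0.55 in SM (jackknife SE 0.0669 over animals) and 0.40 in AT (jackknife SE 0.0351), and 8362 genes (67.9%) had the larger SD in SM. Over all animals with both samples, the median was 0.58 in SM (n = 6) and 0.37 in AT (n = 9). Lowering the prior count of log2 CPM to 0.5 gave 0.56 in SM and 0.40 in AT for the 5 animals. Of the 5 animals, only 22130 had both SM libraries in the same identifier series, and only 22130 had its AT libraries in different series. The larger spread in SM was therefore not separated from a possible effect of the series.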

While we initially hypothesized that skeletal muscle could be a site of increased EE in response to FGF21 activity, the large inter-individual variation in transcriptional changes in SM obscured our ability to draw conclusions about its role in FGF21-mediated weight loss. The variation we observed could indicate that skeletal muscle tissue does not respond in a consistent manner when animals are treated with FGF21. Another possible explanation is that an inconsistent mix of muscle fiber types (or other cell types) may have been obtained during the blind biopsy-punch procedure used to sample the tissue; red and white muscle fibers may respond differently to FGF21 treatment, as there is evidence they respond differently to cold exposure^66^.

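Lists of slow and fast fiber genes and of non-muscle cell types were compared with the first principal component (PC1) of SM gene expression, with the genes of each list left out of the components. The 10 relations were computed within pre-treatment (n = 6) and within washout (n = 7); post-treatment libraries were not pooled, because they fall into separate clusters along PC1. The slow fiber list had a Pearson's r with PC1 of 0.620 pre-treatment (exact permutation p = 0.278, two-sided; Spearman's rho 0.257, p = 0.658) and of -0.199 at washout (exact permutation p = 0.648; rho 0.00, p = 1.00). Without the 2 samples farthest from the median of the list, these were -0.394 and -0.461, and 1 pre-treatment library, that of animal 22130, lay far below the others. The fast fiber list had an r of -0.434 pre-treatment (exact permutation p = 0.456; rho -0.60, p = 0.242) and of -0.744 at washout (exact permutation p = 0.0639; rho -0.571, p = 0.200), and of -0.718 and -0.610 without the 2 farthest samples. For the progenitor and matrix list, r was 0.833 pre-treatment (exact permutation p = 0.0333, adjusted p = 0.111; rho 0.886, p = 0.0333) and 0.980 at washout (exact permutation p = 7.94e-04, adjusted p = 0.00794; rho 0.964, p = 0.00278). Without the 2 farthest samples it was 0.905 and 0.946. The macrophage list gave 0.810 pre-treatment (exact permutation p = 0.0583, adjusted p = 0.128; rho 0.886, p = 0.0333) and 0.933 at washout (exact permutation p = 0.00794, adjusted p = 0.0397; rho 0.893, p = 0.0123), or 0.652 and 0.887 without the 2 farthest. For the endothelial list r was 0.425 and 0.690 (exact permutation p = 0.383 and 0.0782; rho 0.60 and 0.571, p = 0.242 and 0.200). Within the 6 washout libraries of the last series, r was 0.980 for progenitor and matrix genes (exact permutation p = 0.00556), 0.959 for macrophage genes (0.0167), -0.246 for slow fiber genes (0.656) and -0.744 for fast fiber genes (0.119); no other series held 6 libraries of 1 time point.

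**Figure D4:**
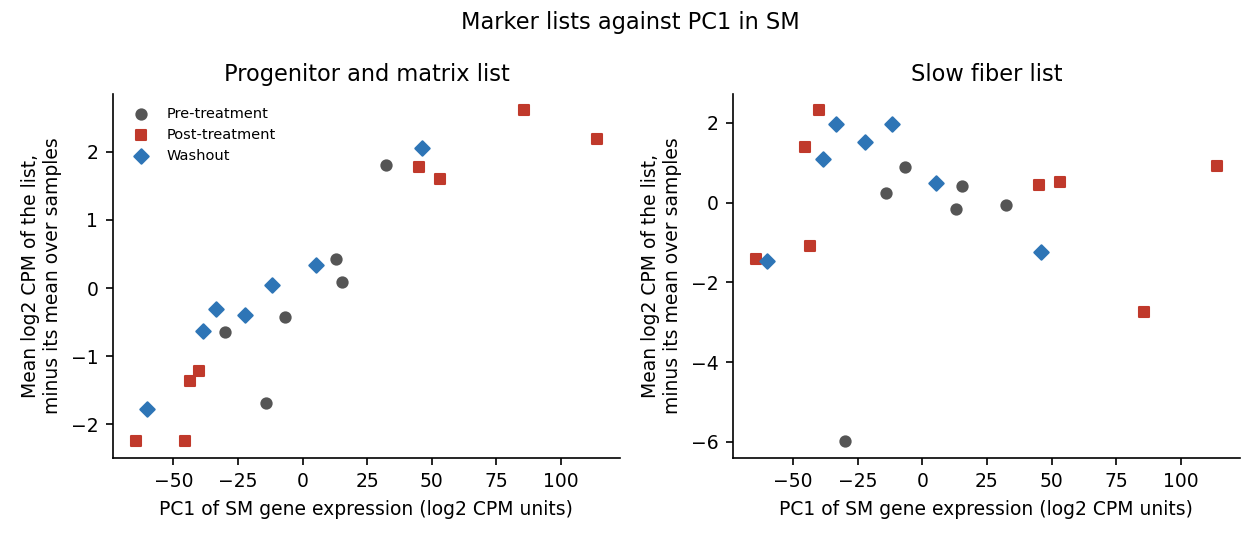
Mean log2 CPM of the progenitor and matrix list and of the slow fiber list in each SM library, minus the mean over samples, against PC1 of SM gene expression (log2 CPM units); symbols give the time point. At washout the matrix list rises with PC1 (r = 0.980) and the slow fiber list does not (r = -0.199), and 1 pre-treatment library lies at -5.99 in the slow fiber list.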

In summary, we have explored the transcriptional response of subcutaneous adipose tissue to a 12-week course of FGF21 treatment and resulting weight loss in a cohort of diet-induced obese NHP. In the mouse model, numerous studies point to increased EE as a driving mechanism behind FGF21-induced weight loss^12,14,18,19^, but our results suggest that a direct increase in core EE mechanisms may not be a central component of FGF21 activity in primates. We observe what appears to be an overall pattern of decreased activity of lipid metabolism pathways at the end of the 12-week treatment and weight loss period. However, this pattern is peppered with contradictory increases in expression of several individual genes that promote thermogenesis and complicated by the observed changes in neuronal and immune pathways that have been shown to support thermogenesis. Taken together, our results may suggest that FGF21 does not act on all energy expenditure mechanisms equally, or potentially that even in the face of compensatory mechanisms arising due to weight loss, FGF21 is still acting on pathways that support fat browning and thermogenesis to drive weight loss.

Network analysis approaches using models that closely reflect the great diversity in human populations, such as described here, can begin to explain the variability in metabolic responses between species as well as across populations. A systems biology-based investigation of the effects of drug treatment and resulting weight loss allowed us to aggregate thousands of gene expression changes into a network of metabolism-related biological pathways in tissues relevant to obesity. Using a data-driven approach to identify gene modules in combination with published metabolic gene ontology pathways grants us access to novel insight into the activity of FGF21 in a model that more closely mirrors human patients. Many of our data-driven gene modules closely recapitulated well-established molecular pathways, such as immune signaling, adipogenesis, and lipid metabolism, lending validation to our methodology and suggesting at least some commonality between primate and rodent models of weight loss. Interestingly, several gene modules not discussed here, whose change in expression was associated with treatment or with greater weight loss, such as AT_58, AT_33, and AT_56, were not closely related to characterized pathways. These modules may represent interspecies differences in transcriptional regulation or novel associations between molecular pathways that arise during FGF21-induced weight loss. Further validation of these modules in larger NHP or human studies can be employed to elucidate master regulators of metabolic pathways and to gain insight into variability in weight loss mechanisms. Any opportunity to continue this avenue of research using clinical biopsies of fat and muscle over time would likely be hugely valuable to therapeutic advances in disease treatment.

## Methods

### Rhesus macaques

The cohort of rhesus macaques (Macaca mulatta) and their treatment with FGF21 have been described previously^21^. Briefly, 10 obese, non-diabetic rhesus macaques (5 males and 5 ovariectomized females), age 11–22 years old with bodyweights ranging from 8.3 to 21.1 kg were used in this study. The animals were maintained on a high-fat diet for at least 2 years prior to the start of the study. Animals were pair-housed (one male and one female) and had access to shelves and changeable plastic toys. The study was approved by the Novo Nordisk ethical council and all animal care and procedures were performed according to the Institutional Animal Care and Use Committee (IACUC) at the Oregon National Primate Research Center at Oregon Health Sciences University, as well as Novo Nordisk internal standards for non-human primate studies.

### Diet

NHP were fed a high-fat, high-sucrose diet (Diet 5L0P, 36.6% calories from fat, 45% from carbohydrates, and 18.4% from protein; cholesterol 612 ppm) LabDiet, Richmond, IN. Food was provided twice daily, and animals received a calorie-dense peanut butter treat, as well as additional enrichment (vegetables, fruit, or popcorn) every day.

### FGF21 protein

Production of native FGF21 was carried out at Novo Nordisk A/S sites in Denmark and China by methods described in patent number WO2016102562. Briefly, mature human FGF21 was expressed in inclusion bodies of *E. coli* BL21(DE3) cells, purified by standard chromatographical techniques, and transferred to phosphate buffered saline. The FGF21 protein carries an N-terminal methionine added by the *E. coli* expression host. The identity, purity, and stability of the FGF21 protein were confirmed by a variety of chemical and biophysical techniques.

### Dosing

Animals were treated by subcutaneous injection once daily for 12 weeks with increasing doses of native human FGF21, starting at a dose of 10 ug/kg/day, followed by 30, 100, 300, and 1,000 ug/kg/day over the first 6 weeks. Nine of 10 animals were maintained on 1,000 ug/kg/day for the last 6 weeks, and one animal was held at 300 ug/kg/day due to extensive weight loss. The treatment period was followed by a 16-week washout period.

### Phenotypical analysis

Phenotypical measurements (body weight, plasma triglyceride levels) were analyzed by one-way ANOVA with repeated measures using Prism (GraphPad Software, La Jolla, CA) as previously described^21^.

### Tissue biopsies for gene expression analysis

Subcutaneous abdomen adipose tissue and gastrocnemius skeletal muscle biopsies were collected from the animals under isoflurane anesthesia at baseline, after 12 weeks of treatment, and after 16 weeks of washout. The tissue biopsies were snap frozen in liquid nitrogen and stored at -80 degrees.

### RNA isolation

Samples were thawed and homogenized in Trizol with one 5 mm stainless steel ball using a TissueLyser II (Qiagen, Hilden, Germany). RNA was extracted using chloroform and a Qiagen RNeasy Mini Kit following the manufacturer’s instructions. RNA concentration and quality was measured on a Nanodrop and Bioanalyzer and samples with a 260/280 ratio of> 1.8 and RIN > 8 were shipped on dry ice for sequencing. We were unable to isolate quality RNA from 2 adipose tissue and 6 skeletal muscle samples and these were therefore not included in the RNAseq analysis.

### RNA sequencing and alignment

Sequencing was performed by Covance Genomics Lab, Redmond, WA. cDNA libraries were prepared with Illumina TruSeq stranded mRNA kit and sequenced on an Illumina HiSeq. 2000 using paired-end, 50 nucleotide reads, with a read depth of 20–30 million reads per sample.

Sequenced reads were aligned by STAR^67^ to the MacaM Rhesus macaque reference genome^68^. For use in downstream gene ontology and pathway analysis, macaque genes were matched to the closest human homolog, defined as a gene with a symbol that matched the macaque symbol and had a canonical Uniprot entry. One adipose tissue sample failed sequencing and alignment and was excluded from the analysis.

### Sample library QC

Samples that had at least 75% reads uniquely mapped to the genome, and at least 10 million total mapped reads were included in the analysis. Three skeletal muscle samples that fell below these cutoffs were excluded.

### Sample identity check

Sample identity was confirmed by two methods. First, the median expression of genes known to be highly expressed in or specific to skeletal muscle was plotted against the median expression of genes known to be highly expressed in or specific to adipose tissue (Human Protein Atlas)^69^. Samples fell into two clusters; AT samples expressed high levels of adipose genes and low levels of skeletal muscle genes, whereas SM samples expressed high levels of skeletal muscle genes and low to medium levels of adipose genes (supplemental figure S5a and b).

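The same comparison was made with lists of mature adipocyte genes (7 tested, such as ADIPOQ, PLIN1 and CIDEC) and skeletal muscle genes (18 tested, such as ACTA1, CKM and MYH7), which were not the lists of the study. Over the 27 AT libraries, the median log2 CPM of the adipocyte genes, computed with a pseudocount of 1, ranged from 7.80 to 11.53 and that of the muscle genes from 0.98 to 3.11. Over the 21 SM libraries, the muscle genes ranged from 12.74 to 13.91 and the adipocyte genes from 1.27 to 7.28. No AT library overlapped with an SM library in either measure.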

In a second step, single nucleotide polymorphism (SNP) variants were compared between sample libraries to confirm that samples from the same animal did indeed come from the same animal. Because there was no existing list of genomic variants available for the MacaM rhesus macaque genome version, a list of SNPs was compiled from the indexed BAM files of all sequenced samples using samtools mpileup and filtered to high confidence SNPs using bcftools filter. The list was further trimmed to include 5,049 SNPs that were expressed at a read depth of greater than 100 and less than 400 in all samples to include variants that were highly expressed regardless of tissue type. Variants from each sample were compared to all other samples using BAM-matcher^70^ with the Varscan option^71^. Fraction of SNPs in common between each sample pair were plotted in a hierarchically clustered heatmap (heatmap.plus R package) to visualize similarity (supplemental figure S5c). Samples across time points and tissue from the same animal clustered together with a fraction in common above 90%, while samples from different animals had a fraction in common below 80%.

### Samples included in RNAseq analysis

After all sample screening steps including quality of isolated RNA, success of sequencing and alignment, library quality, and confirmation of sample identity, the number of samples per group used for differential gene expression and WGCNA network analysis were: for AT, pre – 10, post – 9, washout – 8; and for SM, pre – 6, post – 8, washout – 7.

### Confounding factors check

Principle component analysis was run on AT and SM samples separately and PC1, PC2, and PC3 were evaluated for association with technical and phenotypical characteristics of the samples (RNA isolation and sequencing batches, sex, and starting body weight). None of these factors appeared to be major sources of variation among samples; samples instead group by treatment time point, except for the post-treatment SM samples (supplemental figure S6a-d). Additionally, degree of weight loss and starting body weight were not significantly correlated (figure S6e).

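Principal component analysis of log2 CPM gave a PC1 with 23.3% and a PC2 with 13.2% of the variance over the 27 AT libraries, and with 39.8% and 11.1% over the 21 SM libraries. In SM, 7.01% of the PC1 variance lay between time points (permutation p = 0.521, 100000 permutations), 7.87% between the library identifier series (permutation p = 0.485) and 49.8% between animals (permutation p = 0.159). At the post-treatment time point, the 3 SM libraries of the last series had PC1 values from 53.2 to 114, above the 5 libraries of the first series, which ranged from -64.5 to 45.1. RNA isolation and sequencing batches, sex and body weight are not among the sample labels, and their association with the components was not analysed here.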

### RNAseq statistical analysis

Analysis of RNAseq expression data was performed using version 3.4.1 of the R programming language. Genes that had counts per million of at least 0.5 in one tenth of libraries were included in the analysis. In adipose tissue samples, 13,331 genes met these criteria and were included in the analysis. For muscle samples, 12,664 genes were included in the analysis. Gene expression counts were normalized within each tissue type with edgeR^72^ using the TMM method and voomWithQualityWeights from limma^73^. Differential gene expression analysis on individual genes was performed with limma and we considered an FDR < 0.05 to be a significant difference. Comparisons between treatment time points included time point and animal in the model to account for inter-animal differences. To test associations between change in gene expression and change in bodyweight, a general linear model in base R was used (difference in log2 gene expression between post and pre ~ percent change in body weight). P values were adjusted for multiple testing by the Benjamini-Hochberg false discovery rate (FDR) method, and a cutoff of FDR < 0.25 was used for significance. To find genes that were DE between pre- and post-treatment time points and whose change was associated with change in bodyweight, we included genes with an FDR < 0.25 in both the pre vs post and association with change in bodyweight comparisons.

Gene ontology and pathway analysis was performed using a hypergeometric p value test (base R phyper) to compare top differentially expressed (DE) genes to gene sets from the MSigDB C2 Canonical Pathways, and GO: Biological Processes collections^30^, as well as a curated list of obesity related gene sets downloaded from MSigDB, Ingenuity Pathway Analysis^22^ and relevant publications^13^ (supplemental table 7). From the post- vs pre-treatment comparison in AT samples, the top 100, 500, 1000, or all DE genes (2,005) with FDR < 0.05 and logFC> 0.26 or < -0.26 (20% change) were used. For genes whose expression was associated with both treatment and weight loss, the top 100, 500 or all DE genes (622) with an FDR < 0.25 and> 20% fold change in the pre- vs post-treatment comparison and an FDR < 0.25 in association with percent change in body weight were used. P values were adjusted for the number of gene sets tested with the FDR method.

Data-driven gene modules were constructed using Weighted Gene Correlation Network Analysis (WGCNA) version 1.68^11^ on samples from adipose tissue (27 samples) and skeletal muscle (21 samples) separately. Modules with a correlation of greater than 0.9 were merged, resulting in 71 modules for AT and 44 for SM. Modules were named AT_1-71 (adipose tissue) and SM_1-44 (skeletal muscle) after ordering the modules from greatest number of genes to smallest number of genes. Modules were annotated with gene sets used for pathway enrichment of top DEG using a hypergeometric test (base R phyper). P values were adjusted for the number of gene sets tested with the FDR method.

Gene module network plots were built using the igraph R package (igraph.org/r). The correlation between module eigengenes was calculated using base R cor.test, Spearman method. Correlations with a p value less than 0.05 and correlations stronger than 0.6 or -0.6 are included in Fig. 2 and Figure S2. For visual clarity, only modules significantly annotated with pathways related to metabolic disease were included.

Modules were tested for differential expression between treatment time points using a paired Wilcoxon test. A linear model was used to test for association between change in module expression and change in body weight. All p values were corrected by the FDR method for the number of modules tested, and a cutoff of FDR < 0.25 was used for significance

### *In vivo* mouse studies

#### Housing and diet

Eight to ten week-old male C57BL/6 N mice from Vital River Laboratories, China (or FAM19A4 and ANGPTL8) or Jackson Laboratories, USA (for NRG4) were used for gene overexpression studies. Mice were housed under conditions of 12 h light/dark cycle, controlled temperature (23 ± 2 °C), controlled humidity (55 ± 10%) and free access to water and food. Mice were single-housed as two mice in a cage with a divider, and were allowed to acclimate to single housing for one week prior to hydrodynamic gene delivery (HGD) procedure. Lean mice on a normal chow diet were used for FAM19A4 and ANGPTL8. For NRG4 studies in the DIO mouse model, the mice were fed with high-fat diet (60% calories from fat; D12492, Research Diets, New Brunswick, NJ) for 10 weeks from a starting age of 4 weeks old. All murine studies were approved by and carried out in accordance with IACUC guidelines at Novo Nordisk Research Center China.

#### Plasmids

Plasmids used to overexpress three targets (ANGPLT8, FAM19A4, and NRG4) were made by Genscript (Piscataway, NJ). In-house QC by kinetic turbidimetric assay with limulus amebocyte lysate was performed to ensure <5EU/kg body weight/mouse.

#### Hydrodynamic gene delivery (HGD)

Briefly, 2–2.5 mL of pre-warmed plasmid diluted in PBS were carefully injected into restrained, conscious mice via the tail vein within 5 seconds using a 25 G syringe. ANGPLT8, FAM19A4, NRG4, FGF21, and empty plasmids were given at 50 ug/mouse; Exendin-4 plasmid was given at 10 ug/mouse. Eight mice were used per treatment group.

#### ICV testing of FAM19A4

Mouse FAM19A4 (Uniprot Q7TPG5_S30-R135) was expressed in HEK 293 cells and purified by affinity and size exclusion chromatographies. The protein was formulated in 10 mM sodium phosphate, 161mM L-arginine, pH 7. The recombinant FAM19A4 protein carries an N-terminal glycine and proline, resulting from protease HRV 3 C cleavage of the protein from its expression fusion partner. The identity, purity, and stability of the FAM19A4 protein were confirmed by a variety of chemical and biophysical techniques. Mice were stereotaxically implanted with an intracerebroventricular cannula (Plastics One, Roanoke, VA) targeting the left lateral ventricle. To ensure proper cannula placement, NPY (5 ug diluted in PBS), an orexigenic peptide, was administered during the middle of the light cycle and subsequent food intake was measured. Mice that had failed to eat at least 0.4 g were excluded. Seven mice per group were given PBS, vehicle (10 mM PO4, 161mM L-arginine, pH7), or FAM19A4 protein. On testing days, food access was restricted and the animals were removed from their cages approximately 1 hour prior to lights off and injected with 2uL of either vehicle, PBS, or test compound. Once the last animal was injected, food access was restored.

#### Phenotypic and physiological measurements

Body weight and food intake were measured daily during HGD experiments. For ICV treatments, body weight was measured once daily via conventional scale and food intake was recorded hourly using an automated monitoring system (BioDAQ, Research Diets). Plasma triglycerides were measured by auto biochemical analyzer Cobas C501 (Roche Diagnostics), with reagents purchased from Roche or Wako Chemicals (Richmond, VA). To assess blood glucose, blood was collected from the tail vein into 5ul heparinized capillary tubes, immediately suspended in EKF system solution, and analyzed by glucose oxidase (BIOSEN 5040). BAT temperature was measured via a temperature transponder (IPTT-300, BMDS) implanted in the space above the interscapular region. Temperature readings were then obtained at the respective time points using a handheld scanner. Animals remained in their home cages during all temperature readings.

#### Statistical analyses

Differences between treatment groups in mouse studies were evaluated using one-way ANOVA with Dunnett’s post-hoc test for multiple comparisons. Total change in body weight between FAM19A4 and vehicle and change in BAT between baseline and post-injection in the FAM19A4 ICV experiment were assessed by two-tailed T-test.

## Supplementary information

Supplementary figures.

Supplementary dataset.

## Data Availability

The FGF21-treated NHP RNAseq data generated during and analyzed for the current study are available in the NCBI GEO repository, accession number GSE134213: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134213 The R programming code used to analyze the RNAseq data set is available on GitHub: https://github.com/smurray33/FGF21_NHP_RNAseq.

# Supplementary material for: Whole transcriptome analysis and validation of metabolic pathways in subcutaneous adipose tissues during FGF21-induced weight loss in non-human primates
**Source:** Sci Rep. 2020 Apr 29;10:7287. doi: 10.1038/s41598-020-64170-6
**Supplement:** Supplementary file 1 — Supplementary figures.

## Supplementary Figures

Whole transcriptome analysis and validation of metabolic pathways in subcutaneous adipose tissues during FGF21-induced weight loss in non-human primates

Sara A. Murray, Louise S. Dalbøge, Karalee Baquero, Christina A. Sanford, Ayesha Misquith, Aaron J. Mercer, Thomas H. Meek, Mette Guldbrandt, Birgitte Andersen, Paul Kievit, Kevin L. Grove, Burak Kutlu

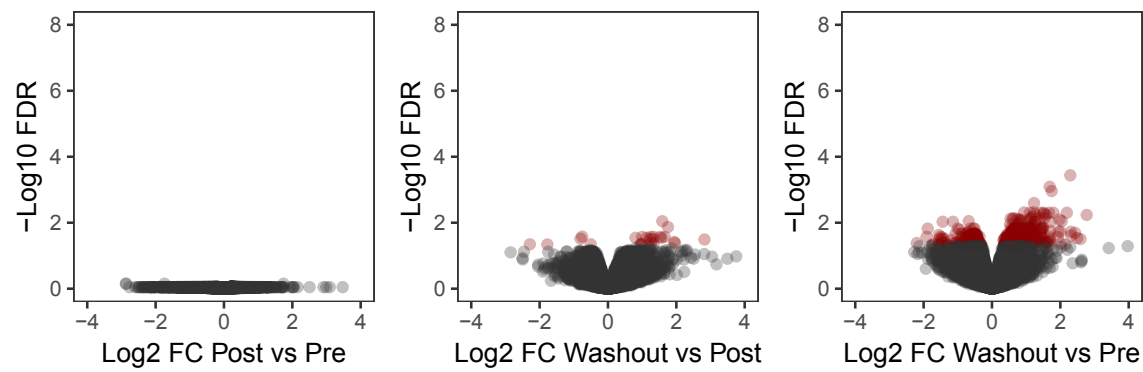

Figure S1) FGF21 treatment and weight loss-associated transcriptional changes in skeletal muscle. Gene expression in gastrocnemius muscle was measured by RNA sequencing. Fold change (x axis) and statistical significance (y axis) of genes differentially expressed between treatment time points. Genes with fold change  $> 0.26$  or  $< -0.26$  and  $FDR < 0.05$  are highlighted in red.

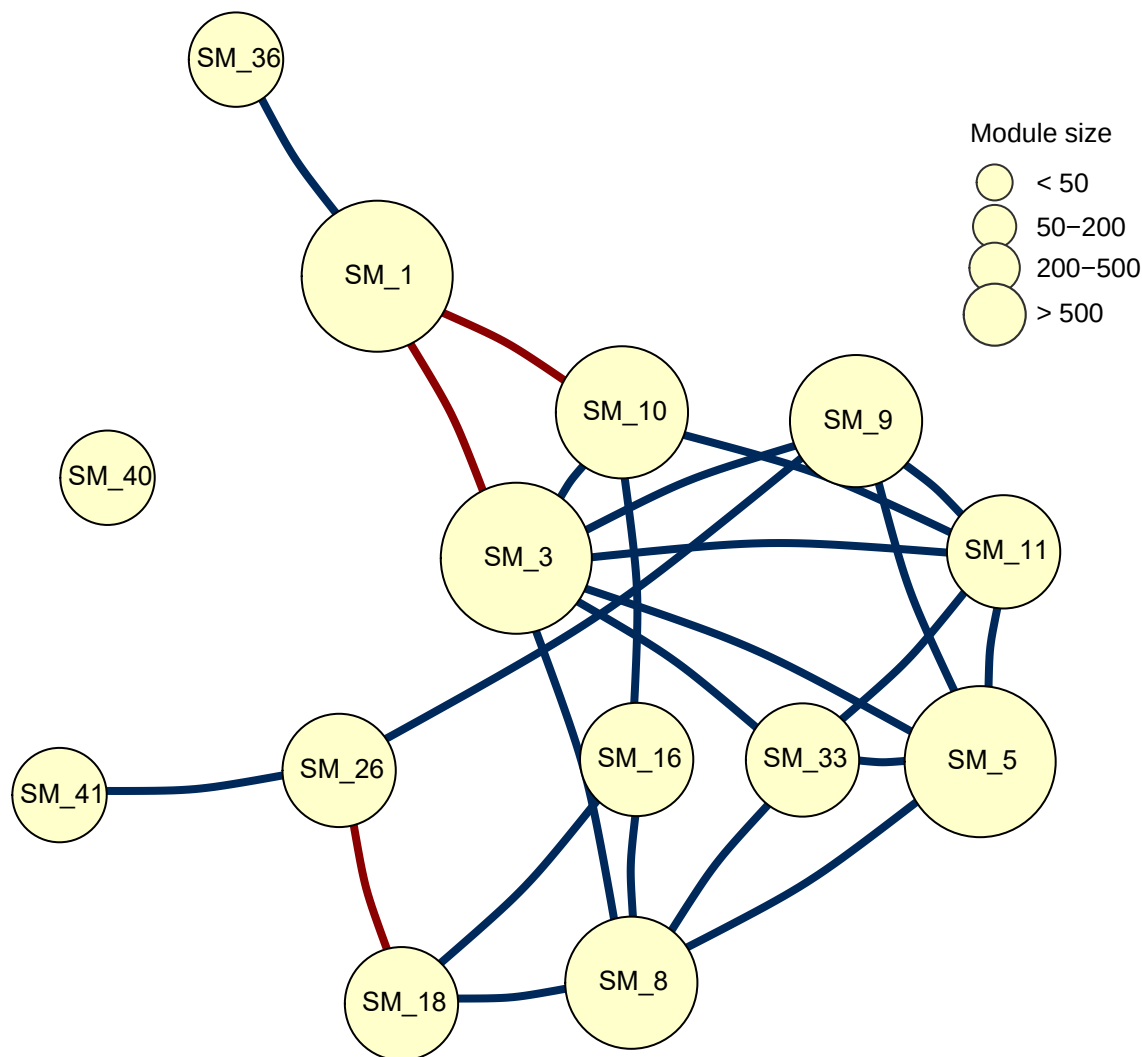

| Module | Annotation summary                      | Module | Annotation summary                        |
|--------|-----------------------------------------|--------|-------------------------------------------|
| SM_1   | Vasculogenesis, extracellular matrix    | SM_16  | Oxidative phosphorylation, mitochondria   |
| SM_3   | Glycolysis, gluconeogenesis             | SM_18  | Oxidative phosphorylation, mitochondria   |
| SM_5   | Stress response                         | SM_26  | Vasculogenesis                            |
| SM_8   | Insulin signaling                       | SM_33  | Hypoxia                                   |
| SM_9   | Stress response                         | SM_36  | Lipoprotein clearance, insulin resistance |
| SM_10  | Oxidative phosphorylation, mitochondria | SM_40  | Myogenesis                                |
| SM_11  | Hypoxia                                 | SM_41  | Vasculogenesis                            |

Figure S2. Correlation network of metabolism-related SM gene modules. As in Figure 2, WGCNA was used to group genes into modules within SM. Nodes represent gene modules and edges represent Spearman correlation between module eigengenes. Edge color represents positive (blue) or negative (red) correlation between module expression. Only correlations stronger than  $r = 0.6$  or  $-0.6$  are shown. Node size depicts the number of genes in the module. No SM gene modules were statistically significantly associated with change in body weight. Bottom, short descriptions of each module included in the network, based on overlap with known biological pathways (see supplemental table S3 for full list of annotations).

a

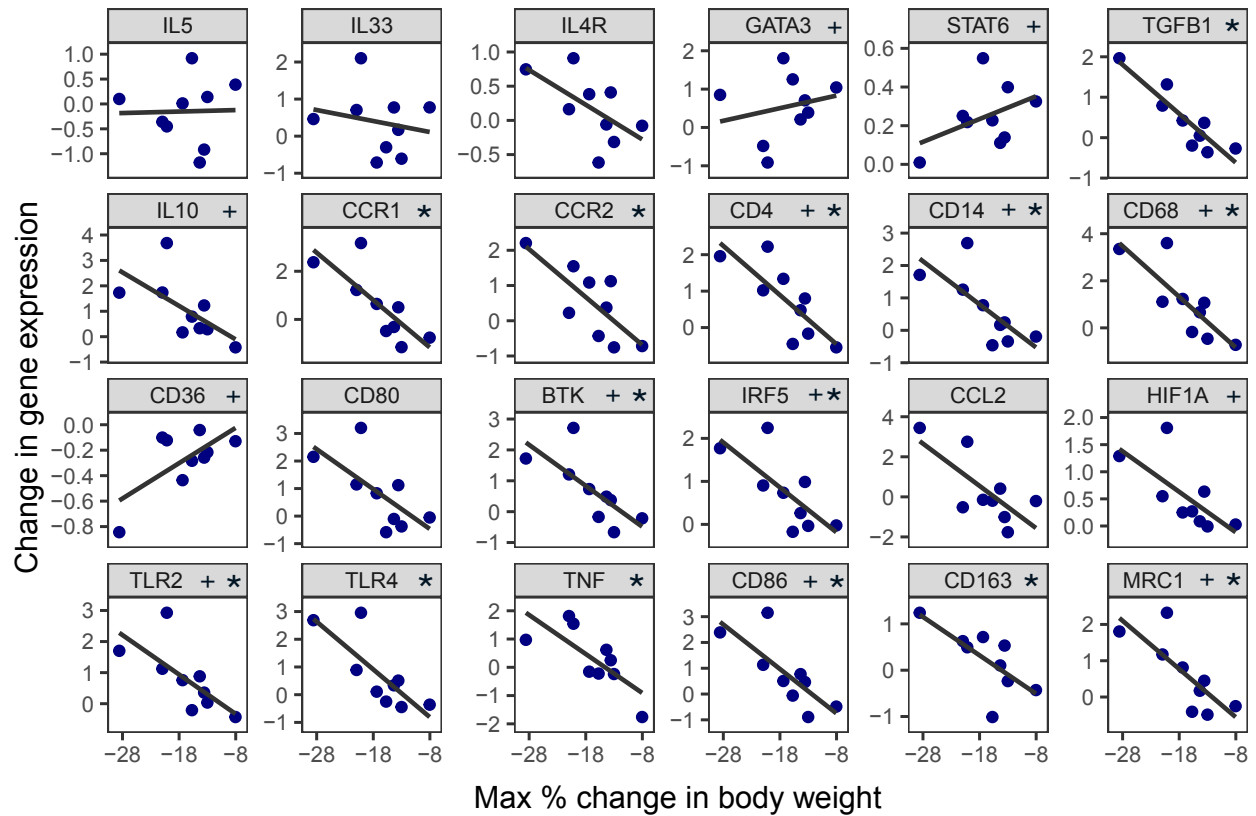

Figure S3) Change in expression of metabolism, neuronal, and immune genes and their association with change in body weight. Genes from Figure 4 are plotted individually as change in gene expression between pre and post time points against change in body weight between pre and post time points. A) Genes related to type 2 immune signaling and innate immune cells. B) (Next page) Genes involved in thermogenesis, lipid storage, neuronal signaling. +, genes with significantly different expression between pre and post time points ( $FDR < 0.05$ ); \*, genes whose change in expression was significantly associated with decreased body ( $FDR < 0.25$ ).

Figure S3

b

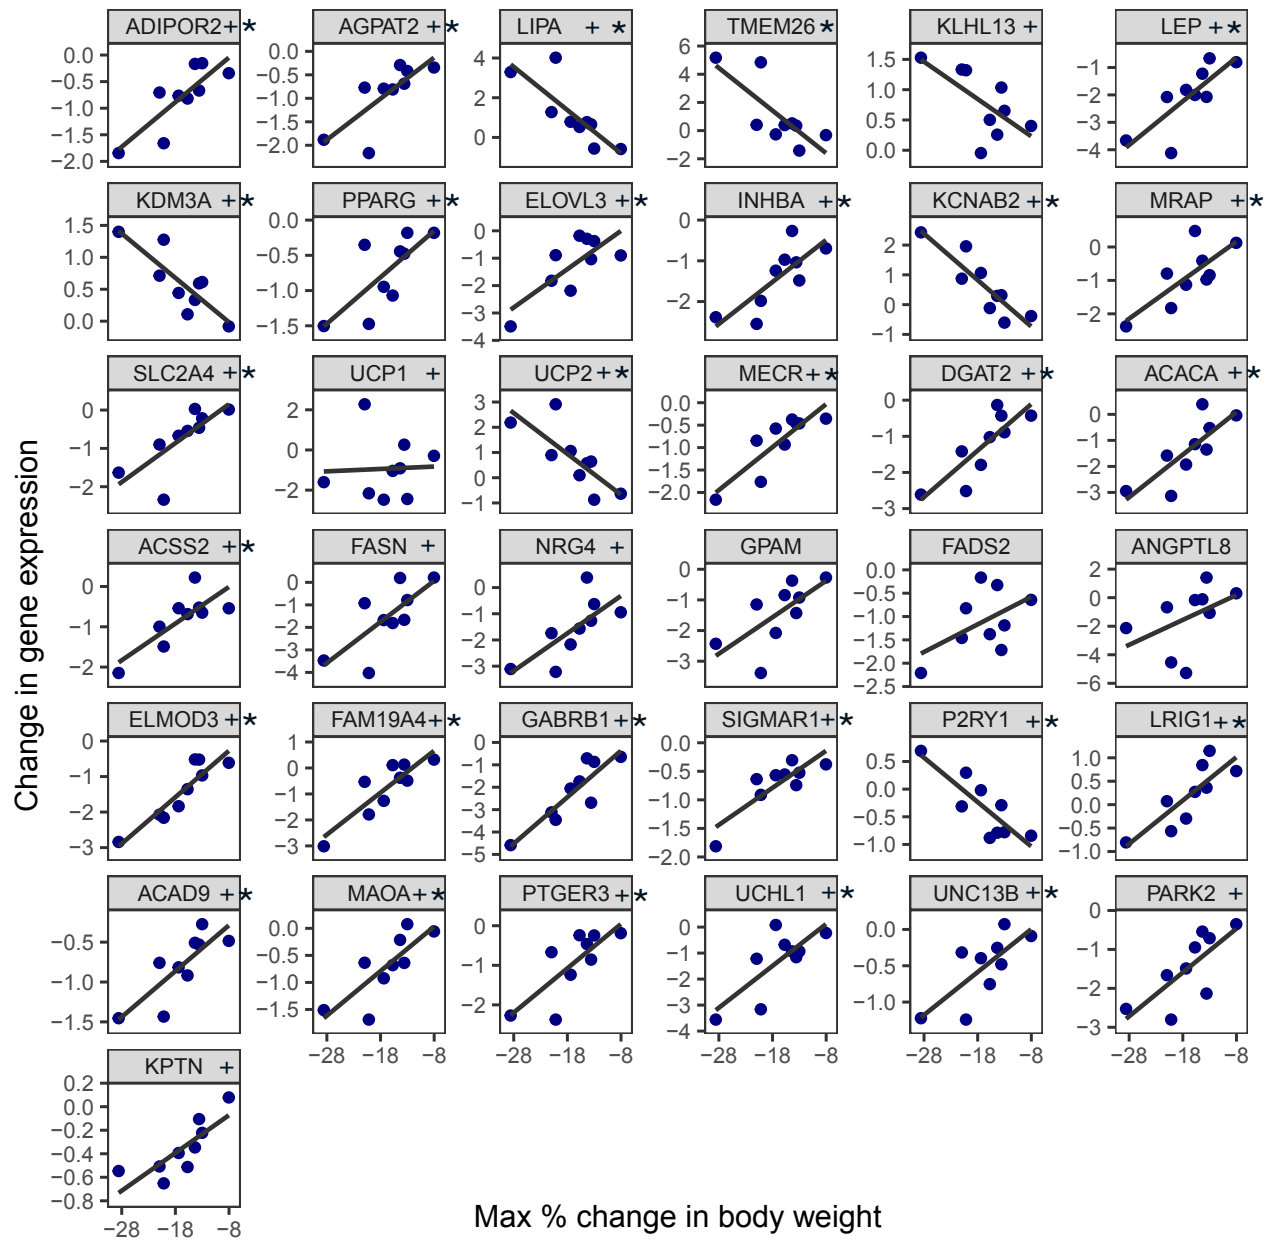

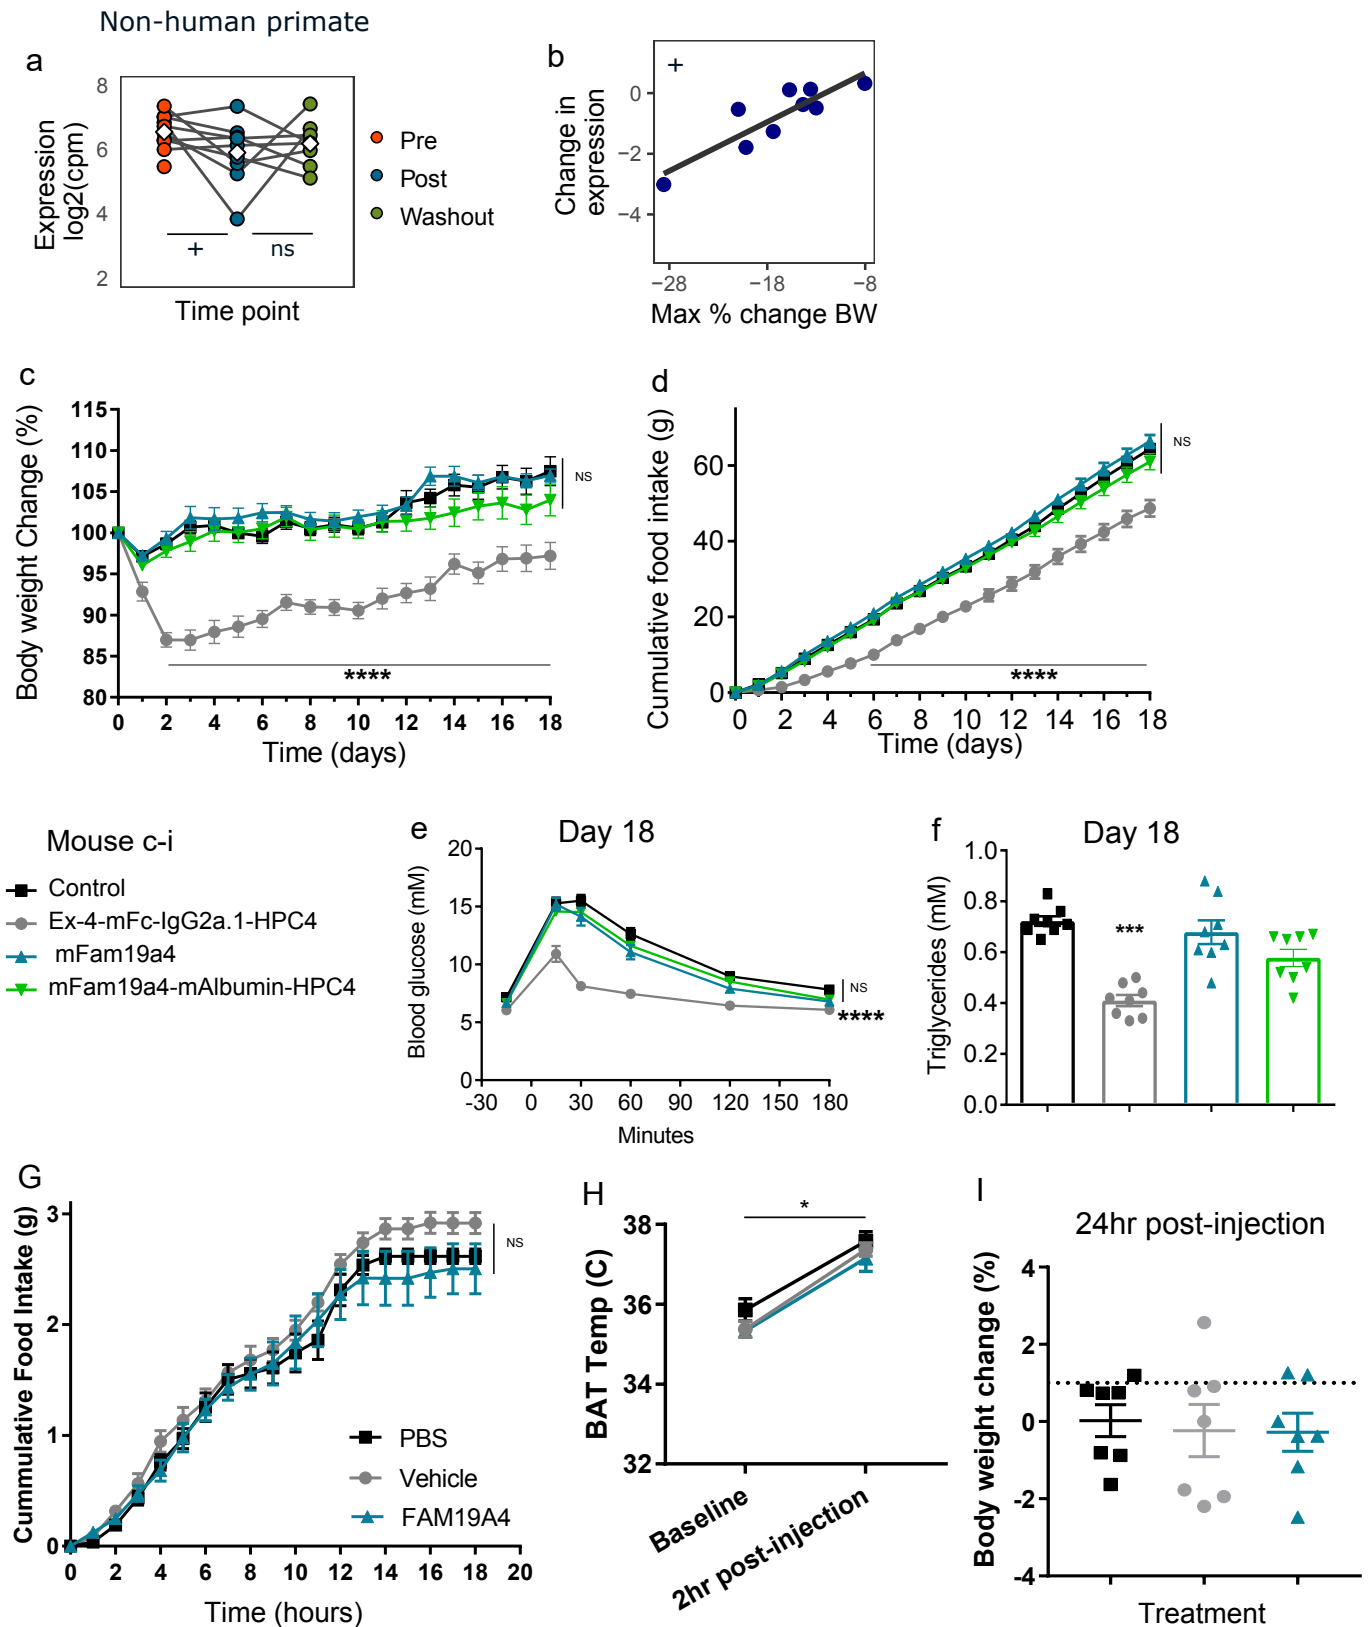

Figure S4) FAM19A4 treatment has no effect on body weight in mice. FAM19A4 was overexpressed in mice by hydrodynamic gene delivery. A) Expression levels and B) association with change in body weight in FGF21-treated NHP. C-F) Mice were given empty plasmid, Exendin-4, native mouse Fam19a4, or Fam19A4 fused to mouse albumin. C) Change in body weight and D) cumulative food intake over time E) Blood glucose after glucose tolerance test and F) plasma triglycerides at day 14. G-I) Mice were outfitted with intracerebral ventricle cannulas and treated with PBS, vehicle, or Fam19A4 protein. G) Cumulative food intake over 24hrs post-treatment. H) Brown Adipose Tissue (BAT) temperature 2hrs post-treatment. I) Change in body weight 24hrs post-treatment. Statistical notations: NS non-significant; A-B) + FDR < 0.25 by linear model; C-F) Data are displayed as mean plus standard error, n=7-8 per group, \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001 by one-way ANOVA with Dunnett's post-hoc test (C-G) or two-tailed T-test (H-I).

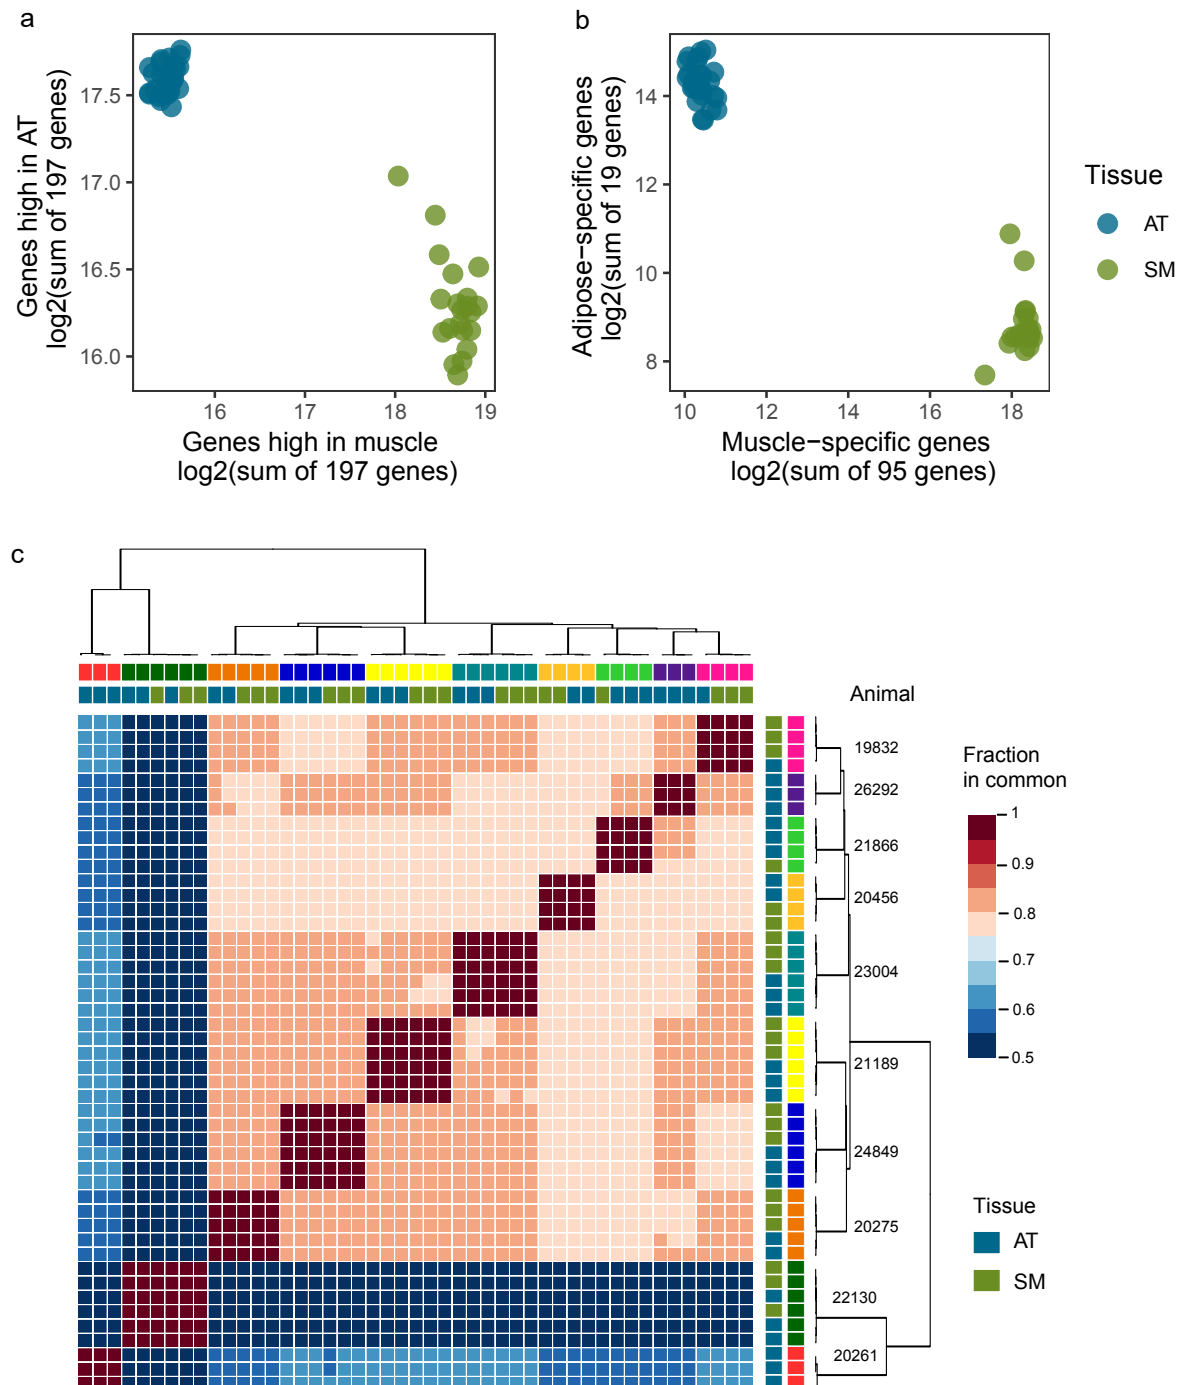

Figure S5) Sample identity was confirmed using tissue specific genes and genomic variants. The correct identity of RNAseq samples was confirmed computationally. Using gene expression data from the Human Protein Atlas<sup>69</sup>, all samples were plotted by expression of genes that were A) among the 1% most highly expressed in either AT or SM, or B) expressed at 5-fold greater levels in AT or SM compared to all other tissues assayed. C) Hierarchically clustered heatmap depicting the fraction of genomic variants in common between two samples, out of 5,000 loci that were highly expressed across all samples. The similarity of samples from each individual animal (colored bars on top and right edge) from different tissues (green, SM; and blue, AT) and time points is depicted by the dendrograms above and to the right of the heatmap.

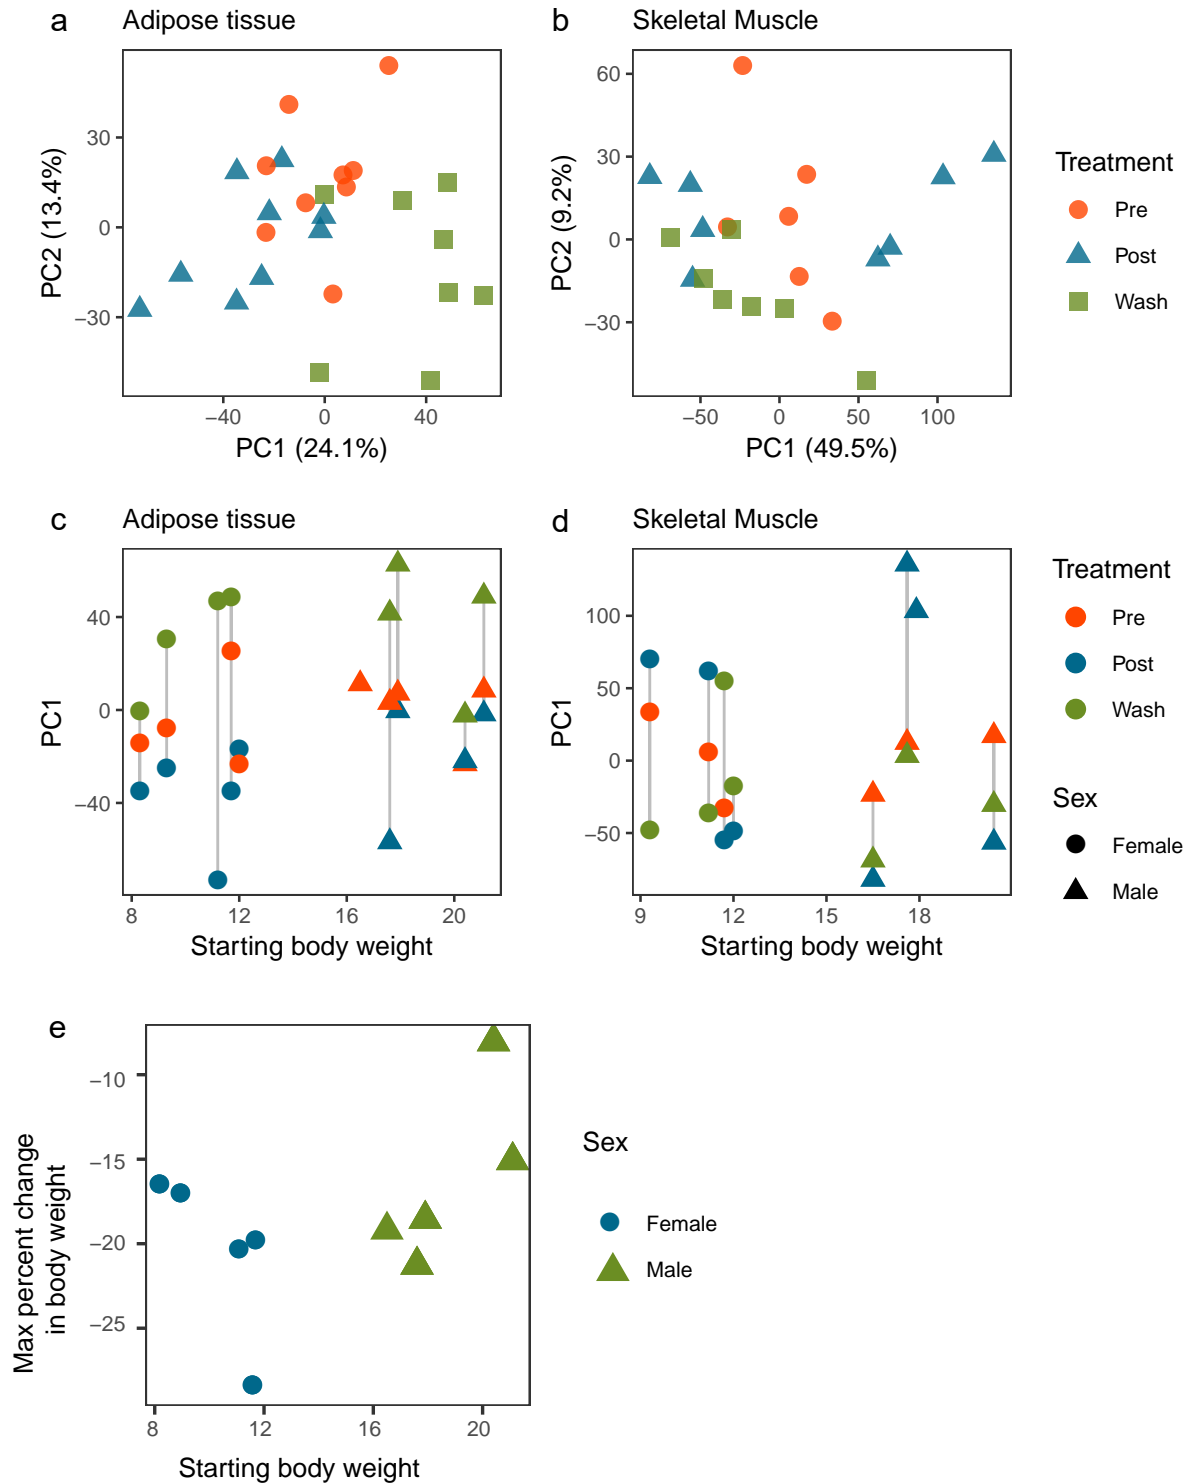

Figure S6) Results were checked for confounding factors with principle component analysis. PCA plots colored by treatment time point for A) AT and B) SM. Starting body weight plotted against PC1 for C) AT and D) SM. Samples from the same animal are connected with grey lines, and sex is indicated by point shape. E) Maximum percent change in body weight was not statistically significantly correlated to starting body weight (all animals together) by Spearman's rank correlation ( $p = .11$ ,  $\rho = .32$ )

How the deposited data were processed for this re-analysis (not part of the article)

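RNA sequencing counts were analysed for biopsies of subcutaneous AT and gastrocnemius SM of DIO rhesus macaques, taken pre-treatment, post-treatment and at washout. The authors aligned the reads with STAR to the MacaM genome, counted them on genes and deposited the counts, without normalization, for 48 libraries. The unit was checked on the table: every value is a whole number of 0 or more, and the totals of the libraries differ. Of 51 labelled samples, 3 SM samples (pre-treatment of animals 20456 and 21866, washout of animal 21866) had no counts and were not analysed here. Of the 16033 genes left after repeat entries of a gene were dropped, 213 had no count in any library, 15 symbols stood on a second gene identifier and 10 genes had no symbol.

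Total counts per library ranged from 14455195 to 23940980 with a median of 18578869, so that a gene at 0.5 CPM has few counts per library and the spread between animals, not counting error, limits the precision of genes at higher levels. Genes with at least 0.5 CPM in at least 10% of the libraries of a tissue were tested. edgeR 4.0.16 in R 4.3.3 was used for TMM normalization, for log2 CPM with a prior count of 2 and for robust quasi-likelihood tests of a model with time point and animal, 1 fit per tissue, with Benjamini-Hochberg adjustment over the genes of the tissue. Differences between AT and SM were tested as an interaction over the 12322 genes tested in both. DE stands for an adjusted p under 0.05 with a log2 fold change beyond 0.26 in either direction.

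The fit was tested on simulated data in which 200 genes were given a log2 fold change of 1.5. In AT, 191 of the 200 were called along with 10 unchanged genes, and in SM 168 along with 11; the median log2 fold change of the raised genes was 1.47 in AT and 1.51 in SM. The assignment of libraries to animals was checked by the correlation of libraries of 1 animal over genes after removal of the time point means. Over 25 same-animal pairs in AT the median r was 0.352, against -0.0354 for 217 pairs of different animals, and over 19 pairs in SM it was 0.279, against -0.0464 for 127 pairs.

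Genes were named by a rule set before the data were examined: every gene the text of the paper names as measured in macaque AT; the 5 largest increases and 5 largest decreases post-treatment in AT among DE genes with a mean of at least 1 CPM that changed the same way in every animal; the 3 largest increases and decreases by the same rule in SM at washout compared to pre-treatment, where 7 genes rose and 0 fell; and KLB, FGFR1 and FGF21 as receptors and ligand. The genes of Fig. 4 and lists of genes were otherwise counted. Some genes that this rule names are not reported here. The lists, for pathways and cell types, were written from general knowledge of marker genes, because the gene sets of the study were not used here; they were tested with camera and fry of limma 3.58.1.

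Module eigengenes were computed for AT_1 and AT_10, whose gene lists were complete (AT_10) or 1 gene short of the stated number (AT_1) in the copy of Table S3 used here, as the first principal component of standardized log2 CPM, and their changes within animals were tested with exact Wilcoxon signed-rank tests and exact permutation tests of correlations in SciPy 1.17.1. NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used, in Python 3.11.15.

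The alternatives were voomWithQualityWeights of limma, DESeq2 1.42.0, library size alone as the normalization, no filter on low counts, at least 10 counts in every library, no animal in the model, only the 2 time points compared, no fold change limit, the library identifier series as a covariate, 1 surrogate variable from sva 3.50.0 in SM, each animal left out in turn, AT without the pre-treatment sample of animal 20275, and other forms of the eigengene, the list tests and the prior count. Added after the data were seen were voom without sample weights, voomWithQualityWeights with contrasts.fit and edgeR's earlier quasi-likelihood method. The identifiers of the libraries fall into 3 number series, and 1 library whose identifier fell just below the first series was counted with it; whether they stand for RNA isolation or sequencing batches is unknown.

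Associations with weight loss, the other modules, and the mouse experiments were not analysed here, because the values they need are not among the counts, the labels or the part of the supplement used. The copies of the AT and SM tables of Table S1 used here hold 1999 genes each, of the paper's 13331 and 12664, and their fold changes are rounded to few digits.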

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

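The tests named here that compare lists, series or tissues were chosen after the results were seen, except the fit with the library identifier series. A sample was picked out when its gap to the nearest other sample, as a share of the range of its group, passed Dixon's 95% limit. Of 198 groups of 6 to 10 samples, 13 held such a sample, against 9.9 that chance gives.

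In AT, the washout library of animal 23004 was picked out 3 times. Its AT_1 eigengene was 0.285 (the other 7 from -0.264 to -0.0563), its log2 CPM of KCNAB2 was 6.78 (4.42 to 5.42), and that of NRG4 was 2.25 (3.03 to 3.68). The washout library of animal 22130 had a log2 CPM of 4.72 for PPARGC1A (the others 1.90 to 3.17) and of -2.23 for AADACL3 (the others 0.17 or higher), and that of animal 21189 had 3.35 for TRPV6 (-3.27 to -0.37). Without animal 23004, the exact p of the fall of AT_1 from post-treatment to washout was 0.0156 in place of 0.0547. No biological explanation was tested for single libraries, since the labels give nothing that sets these animals apart.

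Among the pre-treatment AT libraries, that of animal 22130 had an AT_10 eigengene of 0.315 (the other 9 from 0.0192 to 0.157) and a log2 CPM of TGFB1 of 3.95 (4.90 to 5.66). That of animal 20275 had a log2 CPM of IL10 of -0.72 (1.29 to 2.35), that of animal 19832 had 1.23 for SLC38A3 (2.91 to 4.46), and that of animal 23004 had 3.94 for TRPV6 (-3.27 to -1.36). Animal 19832 has no post-treatment AT sample, so this library does not enter the animals counted for SLC38A3. Animals 22130 and 20275 had the largest AT_1 increases, and the DE genes post-treatment numbered 801 and 998 without them. Post-treatment, their mature adipocyte lists fell the most, by -1.41 and -1.92 (the other animals from -0.30 to 0.21). Their macrophage lists rose the most, by 2.15 and 2.72. Whether the cell content of these 2 biopsies accounts for their weight in the number of DE genes was not tested. No explanation of these single values was tested.

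In SM, the slow fiber list of the pre-treatment library of animal 22130 lay at -5.99 (the other 5 from -0.16 to 0.89, on a log2 scale centred over samples). The fast fiber list of this library, at 0.195, was not picked out. The median log2 CPM of its muscle genes, 13.54, lay within the range of the SM libraries (12.74 to 13.91). The mix of fiber types in this biopsy stays open as the source of the low slow fiber value. Pearson's r of the slow fiber list with PC1 at washout, -0.199, concerns other libraries and decides nothing about this one. The normalization factor of the washout library of the same animal was 1.13 (the other 6 from 0.870 to 0.980); with library size alone as the normalization, washout gave 4 DE genes compared to post-treatment and 3 compared to pre-treatment.

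The changes of AT and SM differed by a test of the difference itself. There were 5 such genes post-treatment compared to pre-treatment, 2702 at washout compared to post-treatment (1414 rose more in AT and 1288 in SM) and 2098 at washout compared to pre-treatment (1089 and 1009), with 1257, 4213 and 3640 genes at an unadjusted p under 0.05. The post-treatment genes were SLC38A3, DUSP14, RBPMS2, LDHB and FAM131B, with differences of -2.93, -1.40, -1.75, -1.66 and -1.61 on the log2 scale. The tissue is a biological difference that the design names, and it was not separated here from the mixed cell content of the biopsies or from the identifier series, which differ between the tissues. At washout compared to pre-treatment, the log2 fold changes of AT and SM fitted with the series had an r across genes of -0.353, so that the series as the whole cause of the opposite changes is argued against.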

How the results depend on the processing

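In AT, the numbers of DE genes under the alternatives with all samples stayed within 1.5 times the reported numbers: 1420 to 2607 post-treatment compared to pre-treatment, 3629 to 4989 at washout compared to post-treatment, and 2422 to 3868 at washout compared to pre-treatment. Over the 10 fits that each left out 1 animal they ranged from 801 (without 22130) to 2209, from 4018 to 4818 and from 2137 to 2965. Post-treatment, 998 genes were DE without animal 20275, of which 950 were among the 2068, and 1323 without 21189. Without only the pre-treatment sample of animal 20275 there were 1164. These fits hold fewer samples.

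In SM, 0 genes were DE post-treatment compared to pre-treatment under every alternative, with 410 at an unadjusted p under 0.05 as reported. Washout compared to post-treatment (24) gave 359 with DESeq2, 4 with library size alone, 2 with only the 2 time points, 2650 with the library identifier series, 207 with 1 surrogate variable, and 9 with contrasts.fit, an alternative chosen after seeing the data. Washout compared to pre-treatment (8) gave 674 with voomWithQualityWeights, 179 with DESeq2, 3 with library size alone, 17 with at least 10 counts in every library, 1355 with the series, 67 with the surrogate variable, and 3 with edgeR's earlier method, also chosen after seeing the data. Without animal in the model, that is, with the pairing of samples ignored, these numbers were 224 and 41. Across the 8 fits that each left out 1 animal they ranged from 0 (without 19832) to 34 (without 22130) and from 0 (without 19832, and without 22130) to 22 (without 21866). The cause was not tested, except for the series below. The alternative with all labelled SM samples was not run, because 3 of them have no counts.

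Library size alone moved the median log2 fold change of all genes in SM to -0.16 at washout compared to post-treatment and -0.12 compared to pre-treatment; in AT it stayed within 0.1. It raised the share of DE genes in AT that were higher from 45.1% to 52.8%, from 49.7% to 63.0% and from 61.1% to 79.7% in the 3 comparisons.

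The AT_10 decrease post-treatment and its rise at washout kept their direction and their side of 0.05 under every form of the eigengene and without each animal (exact p from 0.00391 to 0.00781, and from 0.00781 to 0.0313). AT_1 stayed above 0.05 post-treatment under each of them (0.0742 with library size alone, 0.0547 to 0.250 without 1 animal), and its fall at washout had an exact p from 0.0156 (without 23004) to 0.109. The difference of AT_10 between washout and pre-treatment, which was near 0, reversed with the mean of standardized values (exact p = 0.742), with library size alone (0.313), and without animals 21189, 23004 or 26292 (0.688, 0.813 and 0.688, within a range of 0.109 to 0.813 over the 10 fits). The correlation of AT_1 and AT_10 changes and the spread between animals changed little under the 1 alternative run for each. Pearson's r was -0.953, and -0.949 with the mean of standardized values. With a prior count of 0.5, the median SD in the 5 animals was 0.56 in place of 0.55 in SM, and 0.40 as before in AT.

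Of 18 gene lists, 11 had an adjusted p under 0.05 with camera, 6 with fry and 0 with an estimated correlation. Of 52 results for named genes, 36 kept their side of the threshold under each alternative run for them, 16 changed and 0 reversed. DESeq2 called 9 more and 1 fewer, voomWithQualityWeights 2 more and 2 fewer, only the 2 time points 1 more and 2 fewer, and library size alone and no animal in the model each 1 more and 1 fewer. The smallest AT library held 15756491 counts. Genes of low level in AT, such as SERPIND1, FGF21 and UCP1, had 0 to 107 counts per library, with medians of 14, 5 and 11. This limits what can be said about them.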

Differences from the paper's values

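The paper gives 4487 DE genes in AT at washout compared to pre-treatment, against 2735 here; of the alternatives set before the data were examined, voomWithQualityWeights (3868), DESeq2 (3007), only the 2 time points (3374) and the library identifier series (3282) came within 1.5 times the paper's number and the others did not. So did contrasts.fit (3685), which was chosen after seeing the values. Of these genes the paper gives 2284 as lower, against 1064 here. The fits with voomWithQualityWeights (1802) and only the 2 time points (1531) came within 1.5 times, as did contrasts.fit (1755), chosen after seeing the values. The paper's 2 AT washout numbers may be exchanged, which could not be decided, as described below. Read that way, 3740 stands against 2735 here and 4487 against 4731, both within 1.5 times. The lower genes at washout compared to pre-treatment would still differ by more than 1.5 times. In SM at washout compared to pre-treatment the paper gives 994 DE genes, against 8 here, and voomWithQualityWeights (674) and the series (1355) came within 1.5 times. With contrasts.fit, chosen after seeing the values, voomWithQualityWeights gave 11, so its number depends on how the comparison was formed. Of these the paper gives 520 as higher and 474 as lower, against 8 and 0 here; for the higher genes voomWithQualityWeights (386) and the series (713), and for the lower genes the series (642), came within 1.5 times. The paper's methods name voomWithQualityWeights. For SM at washout compared to post-treatment the paper gives 3 lower genes, against 1 here; no filter on low counts (2) and the fit without animal 22130 (2) came within 1.5 times.

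About 53 genes are marked as significant in Fig. 4, read by eye, against 35 here; DESeq2 (45), library size alone (37) and the fits without animal 20456 (41) or 23004 (42) came within 1.5 times, as did voom without sample weights (37), chosen after seeing the values. With voomWithQualityWeights the number was 31, and 30 with contrasts.fit, also chosen after seeing the values, both farther from the paper's. Of 19 named genes in the copy of Table S1, 3 had log2 fold changes that differ from the paper's, which are rounded to 1 digit: P2RY1, the paper's -0.6 against -0.34, NRG4, the paper's -1 against -1.53, and DUXA, the paper's -2 against -2.98. With voomWithQualityWeights they were -0.57, -1.08 and -2.41, within the paper's rounding or error. The 4 other alternatives that were computed for single genes (DESeq2, library size alone, no animal block and only the 2 time points compared) did not close these gaps. The allowance for rounding, on which the 3 of 19 and the closing of these gaps rest, was chosen after the values were seen.

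Other statements also differ. The paper describes a significant decrease of UCP1 post-treatment, while its adjusted p here was 0.0922; it was DE with only the 2 time points fitted. Some genes that Fig. 4 marks, such as CD68 (adjusted p = 0.0758), were not DE here. Of these, CD68, CD86, TLR2, LIPA, KCNAB2, MRAP and SLC2A4 were DE with DESeq2, and P2RY1 was with voomWithQualityWeights. The text places FAM19A4 in a different module than Fig. 4 does.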

Other observations

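The tests below on PC1, on the opposite changes in AT and SM, on Table S1 and Table 1 and on cell content were chosen after the results were seen; the exchanges of samples and the draws of series labels were set before. When the 2 time points were exchanged within animals, 1 of 100 such splits, the real one, gave as many DE genes in AT post-treatment compared to pre-treatment (the highest other number was 856), 1 of 100 at washout compared to post-treatment (3476), and 1 of 100 at washout compared to pre-treatment (2012). In SM, all 32 of 32 gave as many as the 0 DE genes post-treatment, with up to 24. For washout compared to post-treatment, 4 of 64 gave at least 24, up to 1428, so a chance order of the samples stays open for that number, and 1 of 32, the real one, gave 8 for washout compared to pre-treatment (the others 0).

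With the library identifier series in the model, SM at washout had 2650 DE genes compared to post-treatment and 1355 compared to pre-treatment. Random series labels drawn within time points gave at least as many as the latter in 2 of 100 draws (up to 1522) and as many as the former in 0 of 100 (up to 2582; 1 of 101 with the real labels counted in). This argues against any covariate with as many levels as the source of the increase. Only 1 gene differed between the series itself, a number that 6 of 100 draws matched. The series and the time point are partly confounded, since 5 of 7 animals have their post-treatment and washout SM libraries in different series, so what the series stands for stays open.

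The SM libraries spread along PC1. Connective tissue and macrophage content of the biopsy may contribute: the progenitor and matrix list had an r of 0.980 with PC1 at washout, where a list unrelated to PC1 could have given any value. For the mix of slow and fast fibers, the slow fiber list had an r of 0.620 pre-treatment and -0.199 at washout, and -0.394 and -0.461 without the 2 farthest libraries of each time point. The fast fiber list had negative r throughout, -0.434 pre-treatment and -0.744 at washout, and -0.718 and -0.610 without the 2 farthest, with adjusted p-values of 0.506 and 0.128 over all libraries of the time point, so that this explanation cannot be told apart from others with 6 and 7 libraries. The series held 7.87% of the PC1 variance, no more than random groups, which argues against the series as the source over all libraries; among the post-treatment libraries alone the 3 of the last series lay above the 5 of the first series, which stays open. In AT, 12 relations of lists with PC1 were computed. The macrophage list had an r of 0.951 pre-treatment (n = 10, permutation p = 6e-05; rho 0.939, p = 2.60e-04), 0.973 post-treatment (n = 9, exact permutation p = 3.86e-05; rho 0.983, p = 4.96e-05) and 0.961 at washout (n = 8, exact permutation p = 0.00213; rho 0.881, p = 0.00724), with adjusted p-values for r up to 0.00853. Without the 2 farthest libraries r was 0.902, 0.981 and 0.748. Within the 7 pre-treatment and 7 post-treatment libraries of the last series it was 0.864 and 0.971 (exact permutation p = 0.0163 and 0.00278). The endothelial list ran the other way, with an r of -0.655 pre-treatment (permutation p = 0.0326, adjusted p = 0.0652; rho -0.539, p = 0.114), -0.775 post-treatment (exact permutation p = 0.0138, adjusted p = 0.0413; rho -0.70, p = 0.0433) and -0.811 at washout (exact permutation p = 0.0311, adjusted p = 0.0652; rho -0.738, p = 0.0458). Without the 2 farthest libraries these were -0.161, -0.812 and -0.403, so that the first and the last rest on those libraries, and within the last series they were -0.530 and -0.865 (exact permutation p = 0.216 and 0.0127). The 6 relations of the progenitor and matrix list and the mature adipocyte list had adjusted p-values for r from 0.0938 to 0.888.

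Across 12322 genes, which are not independent replicates, the washout minus pre-treatment changes of AT (8 animals) and SM (6 animals) were opposite, with an r of -0.357. The paper does not report this. Exchanging washout and pre-treatment in animals gave an r as far from 0 in a share of 0.0149 of 8192 combinations, which argues against a chance order. Over 6828 genes of at least 10 CPM in both tissues it was -0.430, which argues against low counts, with the first principal components removed it was -0.306, against macrophage and connective tissue content as the whole cause, and with the series in both fits it was -0.353, against the series. Between post-treatment and pre-treatment r was 0.122 (p = 0.432 over exact sign combinations), and between washout and post-treatment -0.117 (exact p = 0.408). Of 48 pairs of an AT and an SM animal, 41 had a negative r (median -0.133), and 4 of 5 pairs of the same animal did (median -0.136). GC content and gene length were not tested, and a batch that the labels do not give stays open, as does a biological response to the end of treatment.

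In the copy of the AT table of Table S1, the column headed washout vs post followed the washout vs pre-treatment log2 fold changes fitted here with an r of 0.964 over 1993 genes (0.175 with washout vs post-treatment), and the column headed washout vs pre followed washout vs post-treatment with 0.967 (0.274 with its own). This is consistent with the 2 column heads being exchanged: the sum of the post-treatment vs pre-treatment and washout vs post columns missed the washout vs pre column by a median of 0.81 as headed and by 0.02 exchanged. The SM table has no such pattern (0.02 as headed, 0.80 exchanged). Whether the 2 AT washout numbers of Table 1 are exchanged as well cannot be told apart: the sum of the absolute log2 ratios to the paper's numbers was 1.05 as given and 0.528 exchanged with the main test, and 0.371 and 0.155 with voomWithQualityWeights, while the number at washout compared to pre-treatment itself moved between 2422 and 3868 with the method.

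In AT post-treatment, the macrophage list rose by a mean of 0.79 over 9 animals and mature adipocyte genes fell by 0.40. A lower share of adipocytes alone could raise all other cell types alike; the macrophage change minus the endothelial change was 0.79 ± 1.47 (SD, higher in 6 of 9 animals, exact p = 0.203), so this explanation and a rise in macrophages cannot be told apart with this spread. The opposite relations of the 2 lists with PC1 are between animals within a time point and do not decide about the change with treatment.

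The receptors of FGF21 changed as follows in AT post-treatment. KLB had a log2 fold change of -0.75 (SE 0.26, adjusted p = 0.0536 from edgeR's quasi-likelihood test, lower in 9 of 9 animals) and was DE with DESeq2 and with voomWithQualityWeights. FGFR1 had 0.11 (SE 0.09, adjusted p = 0.437, higher in 6 of 9), and FGF21 itself, at 0.750 CPM pre-treatment and 0.598 CPM post-treatment, had -0.92 (SE 0.53, adjusted p = 0.224, higher in 3 of 9). In SM, KLB and FGFR1 had log2 fold changes of 0.26 and 0.04.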
